# AMPK promotes TFEB transcriptional activity through dephosphorylation at both MTORC1-dependent and -independent sites

**DOI:** 10.1080/15548627.2026.2629720

**Published:** 2026-02-23

**Authors:** Florentina Negoita, Conchita Fraguas Bringas, Kristina Hellberg, Katarzyna M. Luda, Hongling Liu, Zhiyuan Li, Joyceline Cuenco, Jin-Feng Zhao, Gajanan Sathe, Ian G. Ganley, Gopal P. Sapkota, Kei Sakamoto

**Keywords:** BAY-3827, coordinated lysosomal expression and regulation, MK-8722, MTOR, reversible phosphorylation, TFE3

## Abstract

TFEB (transcription factor EB) is a critical regulator of lysosomal biogenesis, macroautophagy/autophagy and energy homeostasis through controlling expression of genes belonging to the coordinated lysosomal expression and regulation network. AMP-activated protein kinase (AMPK) has been reported to phosphorylate TFEB at three conserved C-terminal serine residues (S466, S467, S469) and these phosphorylation events were reported to be essential for transcriptional activation of TFEB. In sharp contrast to this proposition, we demonstrate that AMPK activation leads to the dephosphorylation of the C-terminal sites. We show that a synthetic peptide encompassing the C-terminal serine residues of TFEB is a poor substrate of AMPK in vitro. Treatment of cells with an AMPK activator (MK-8722), glucose deprivation or MTOR inhibitor (torin1) robustly dephosphorylated TFEB not only at the MTORC1-targeted N-terminal serine sites, but also at the C-terminal sites. Loss of function of AMPK abrogated MK-8722- but not torin1-induced dephosphorylation and induction of the TFEB target genes.

**Abbreviations:** AMPK: 5’-adenosine monophosphate-activated protein kinase; ACAC/ACC: acetyl-CoA carboxylase; AICAR: 5-aminoimidazole-4-carbox-amide ribonucleotide; CLEAR: coordinated lysosomal expression and regulation; DKO: double knockout; DMEM: Dulbecco’s modified Eagle’s medium; DMSO: dimethyl sulfoxide; DQ-BSA: self-quenched BODIPY® dye conjugates of bovine serum albumin; KI: knock-in; KO: knockout; MEFs: mouse embryonic fibroblasts; MTORC1: mechanistic target of rapamycin kinase complex 1; RRAGC: Ras related GTP binding C; RPTOR: regulatory associated protein of MTOR complex 1; RPS6KA/RSK: ribosomal protein S6 kinase A; RPS6KB1/S6K1: ribosomal protein S6 kinase B1; RT-qPCR: reverse transcription quantitative polymerase chain reaction; TFE3: transcription factor binding to IGHM enhancer 3; TFEB: transcription factor EB; ULK1: unc-51 like autophagy activating kinase 1; WT: wild-type

## Introduction

TFEB (transcription factor EB) and related TFE3 (transcription factor binding to IGHM enhancer 3) are members of the basic helix-loop-helix leucine zipper family of transcription factors [1]. TFEB is a master regulator of lysosomal biogenesis, autophagy and cellular energy homeostasis through controlling expression of genes belonging to the coordinated lysosomal expression and regulation (CLEAR) network [2–4]. An important mechanism by which TFEB is regulated involves its shuttling between the surface of lysosomes, the cytoplasm, and the nucleus. Such dynamic changes in subcellular localization occur in response to nutrient fluctuations and various forms of cellular and energetic stresses, and are primarily mediated via changes in the phosphorylation of multiple conserved residues in TFEB [1,5] (Figure 1A). Under nutrient- and energy-repleted states, TFEB is held inactive in the cytosol by MTOR (mechanistic target of rapamycin) complex 1 (MTORC1) through phosphorylation of multiple serine residues (including S122, S142, S211) [1,6–9]. MTORC1 is recruited to the lysosomal membrane for activation by the RRAG GTPases, which are heterodimers composed of RRAGA or RRAGB bound to RRAGC or RRAGD. RRAGA/RRAGB-RRAGC/RRAGD complexes associate with the lysosomal membrane via binding to the pentameric lysosomal complex Ragulator [10,11].

**Figure 1.**
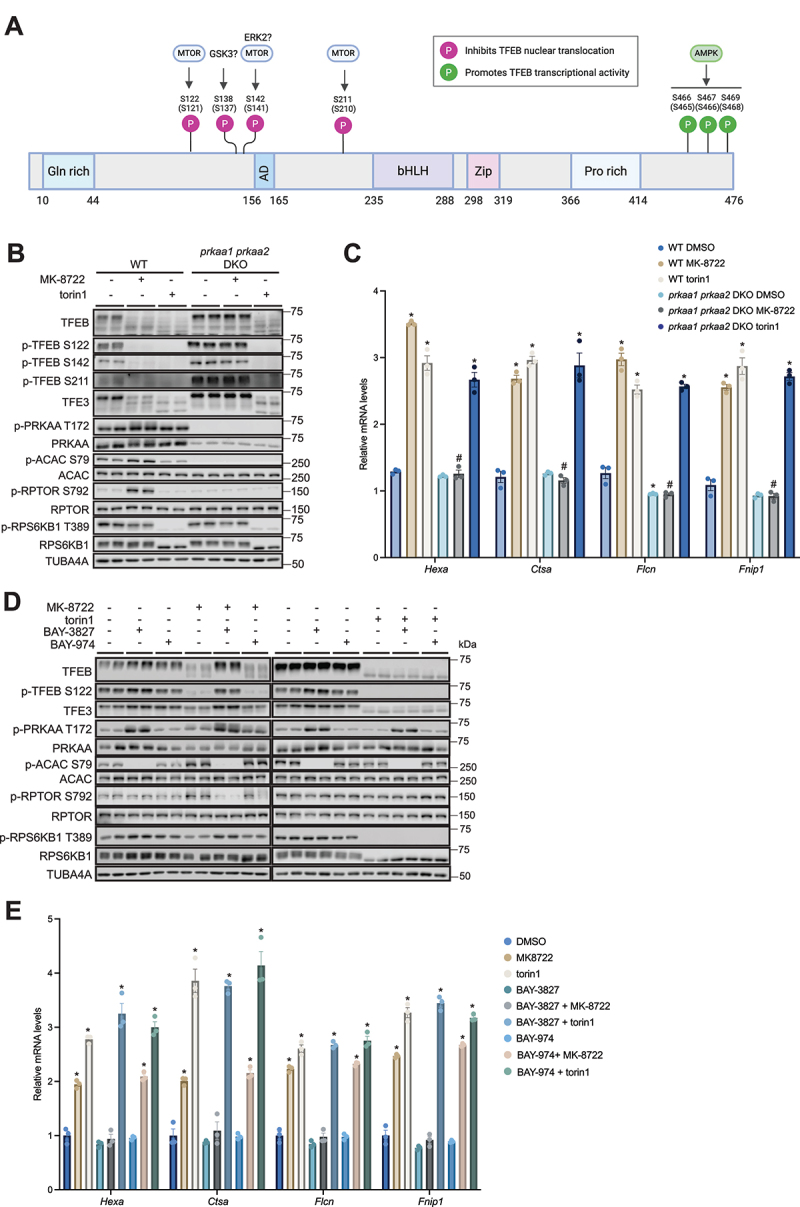
AMPK is dispensable for MTORC1-regulated (torin1-sensitive) transcriptional activity of TFEB. (A) Schematic domain structure and reported phosphorylation sites (validated by phospho-specific antibodies) of human TFEB. Mouse TFEB phosphorylation numbering in bracket. Illustration was created in BioRender (2026). https://biorender.com/ta3ks9q. (B and C) Wild type (WT) and *prkaa1 prkaa2* double knockout (DKO) mouse embryonic fibroblasts (MEFs) were treated with vehicle (0.1% DMSO), 10 μM MK-8722 or 100 nM torin1 for 6 h. The extracted proteins and RNA were subjected to immunoblot analysis with the indicated antibodies or RT-qPCR assay, respectively. Representative immunoblot images (B) and qPCR data (C; mean ± SEM) from three independent experiments are shown. Statistical analysis was performed using two-way ANOVA followed by Šidák’s multiple comparison test. *p < 0.05 vehicle *vs*. treatment; ^#^*p* < 0.05 DKO *vs*. WT within the indicated treatment. *n* = 2 per treatment condition for immnoblot and *n* = 3 per treatment condition for qPCR. (D and E) WT MEFs were pre-incubated with vehicle, 5 μM BAY-3827 or 5 μM BAY-974 for 30 min followed by treatment with 10 μM MK-8722 or 100 nM torin1 for 6 h. Representative immunoblot images (D) and qPCR data (E) from three independent experiments are shown. *n* = 2 per treatment condition for immnoblot and *n* = 3 per treatment condition for qPCR. (E) Data from one independent experiment with *n* = 3 replicates shown as mean ± SEM. A one-way ANOVA test with šídák’s multiple comparison was performed (*p < 0.05 vehicle *vs*. treatment).

TFEB phosphorylation by MTORC1 selectively requires a guanosine triphosphate (GTP)-activating protein (GAP) complex composed of the FLCN (folliculin) and FNIP1 (FLCN interacting protein 1) proteins [12]. The FLCN-FNIP1 complex promotes GDP loading of RRAGC [13–15], the inhibition which results in the detachment of TFEB and TFE3 from the lysosome and away from MTORC1 [12,16]. Upon inhibition of MTORC1 and/or activation of 5’-adenosine monophosphate-activated protein kinase (AMPK) in response to nutrient or energy depletion, TFEB undergoes dephosphorylation and nuclear translocation [6–9,17–19]. In the nucleus, TFEB directly binds to a specific E-box sequence (known as CLEAR motif) in the proximal promoters of numerous genes that regulate lysosomal and metabolic functions [2,3]. It has been reported that activated AMPK promotes nuclear translocation of TFEB through inhibition of MTORC1 via phosphorylation of RPTOR (regulatory associated protein of MTOR complex 1) and TSC2 (TSC complex subunit 2) [20], or via phosphorylation of FNIP1 and the resulting dissociation of RRAGC, MTORC1 and TFEB from the lysosome [4,17].

Notably, AMPK has been reported to phosphorylate TFEB at a cluster of three conserved C-terminal serine residues (S466, S467, S469) (Figure 1A), and these phosphorylation events are required for transcriptional activation of TFEB [19]. The study showed that in *prkaa*-null cells, while inhibition of MTORC1 by starvation or torin1 (a potent and selective ATP-competitive MTOR inhibitor) promoted TFEB localization to the nucleus, TFEB activity was abrogated. In addition, cellular introduction of a GFP-tagged TFEB mutant which carried mutations in the three C-terminal serine sites to alanine (S466A S467A S469A) did not disrupt the ability to promote nuclear translocation of TFEB, but abrogated transcriptional activity of TFEB upon activation of AMPK (with 5-aminoimidazole-4-carboxamide ribonucleotide [AICAR]) or inhibition of MTORC1 (with torin1) [19]. However, the mechanism by which AMPK-mediated phosphorylation regulates TFEB activity or whether phosphorylation of all three residues is required is unknown. Given that all three of these tightly clustered C-terminal serine residues of TFEB poorly match the AMPK substrate consensus motif [21,22], it is unlikely that AMPK phosphorylates all three sites (especially with the same stoichiometry). In the current study, we developed a series of phospho-site specific antibodies and synthetic peptides targeting or encompassing the C-terminal serine residues of TFEB and assessed the ability of AMPK to phosphorylate these sites in a cell-free assay, and studied phosphorylation and activity of TFEB in response to a highly-specific allosteric AMPK activator (MK-8722) and torin1 in cells genetically lacking AMPK or treated with a potent and highly-selective AMPK inhibitor (BAY-3827). In stark contrast to the previous study [19], here we demonstrate that AMPK activation promotes dephosphorylation of the C-terminal serine residues of TFEB in a similar manner as has been shown with other MTORC1-regulated N-terminal serine sites (S122, S142, S211) in cells. Moreover, we demonstrate that torin1-stimulated transcriptional activity of TFEB is highly preserved in *prkaa*-null cells.

## Results and discussion

### AMPK is dispensable for MTOR-regulated (torin1-sensitive) transcriptional activity of TFEB

Previous studies, including our own, utilized the widely-used AMP-mimetic pro-drug AICAR to pharmacologically activate AMPK in cells, and reported that AICAR robustly promoted dephosphorylation and nuclear localization of TFEB [18,19]. However, AICAR has been shown to produce numerous off-target effects through regulating for example AMP- and ZMP-sensitive enzymes [23–25]. We recently reported that AICAR treatment positively or negatively regulated (fold-change value of >1.3) a large proportion of differentially expressed genes [1026 out of 2053 in MEFs (mouse embryonic fibroblasts) and 754 out of 1718 in mouse primary hepatocytes, respectively] in an AMPK independent mechanism [18]. In contrast, a benzimidazole derivative compound 991 (also known as ex229), a precedent structural analog of MK-8722, which potently activates all AMPK trimeric complexes through binding in a pocket termed allosteric drug and metabolite (ADaM) site (located at the interface of the PRKAA/AMPKα catalytic subunit and PRKAB/AMPKβ regulatory subunit) [26,27] exhibited nearly exclusive specificity for targeting AMPK in both MEFs and hepatocytes [18]. Consistent with our previous data [28,29], we verified that MK-8722 (1 µM) potently activated AMPK and did not affect any other kinases (i.e., no >50% activation or inhibition) in a panel of 140 human protein kinases in a cell-free assay (Fig. S1A).

We treated wild-type (WT) and *prkaa1 prkaa2* double-knockout (DKO) MEFs with MK-8722 (10 µM) or torin1 (100 nM) for 2 or 6 h and assessed phosphorylation and transcriptional activity of TFEB by immunoblotting and reverse transcription quantitative PCR (RT-qPCR), respectively (Figure 1B,C, Figure S1B and C). Consistent with previous reports, a polypeptide reactive to the total PRKAA/AMPKα antibody was detectable in *prkaa1 prkaa2* DKO cells; however, this band likely represents a nonspecific signal, as no AMPK activity was detected following immunoprecipitation with the total PRKAA/AMPKα antibody [30]. In line with previous studies using 991 [17,18], MK-8722 treatment caused a robust increase in phosphorylation of PRKAA/AMPK and its *bona fide* substrates ACAC/ACC (acetyl-CoA carboxylase) and RPTOR in WT, but not in *prkaa1 prkaa2* DKO cells (Figure 1B, Figure S1B). Torin1 treatment abrogated phosphorylation of an MTOR substrate RPS6KB1/p70S6K1/S6K1 in WT and *prkaa1 prkaa2* DKO, while MK-8722 elicited only a marginal inhibitory effect on RPS6KB1 phosphorylation in WT (but not in *prkaa1 prkaa2* DKO) cells (Figure 1B, Figure S1B). Both MK-8722 and torin1 treatments caused profound dephosphorylation of TFEB at multiple established MTORC1-targeted residues (S122, S142, S211) [1] assessed by phospho-specific antibodies and electrophoretic mobility band shift of total TFEB (and also TFE3) in WT. We next measured previously validated transcripts of torin1- or AMPK activator-sensitive TFEB target genes (*Hexa*, *Ctsa*, *Flcn*, *Fnip1*) [3,18,19] by RT-qPCR (Figure 1C and Figure S1C). There was no difference in the expression of TFEB-targeted genes between vehicle-treated conditions in WT and *prkaa1 prkaa2* DKO, except a modest decrease in *Flcn*. Both MK-8722 and torin1 significantly increased (1.5–2-fold) transcripts of all four genes 2 and 6 h following the treatment in WT cells (Figure 1C, Figure S1C). While an MK-8722-stimulated increase in transcripts of TFEB target genes was abrogated in *prkaa1 prkaa2* DKO, in sharp contrast to the previous study [19], torin1 induced comparable increases in the target gene expression between WT and *prkaa1 prkaa2* DKO cells. To substantiate our findings using cells that genetically (i.e., constitutively) lacking AMPK, we also took a pharmacological approach and acutely inhibited AMPK using a highly selective and potent inhibitor (BAY-3827) [31–33]. PRKAA1 and PRKAA2 were among the kinases most potently inhibited by BAY-3827, and a cell-free selectivity screen against 331 kinases revealed that BAY-3827 had greater selectivity for AMPK [32] than the previously described AMPK and ULK1 inhibitor SBI-0206965 [34,35]. However, it should be noted that RPS6KA1/RSK1, RPS6KA2/RSK2, RPS6KA3/RSK3 and their related kinases (MSK1, MST3) were identified as off-targets of BAY-3827 [31,32]. Thus, a proper negative control BAY-974, which is structurally related to BAY-3827 but has no inhibitory activity on AMPK [31,32], was also employed. We observed that BAY-3827, but not BAY-974, abrogated MK-8722-stimulated phosphorylation of ACAC and RPTOR, as well as dephosphorylation of RPS6KB1, TFEB and TFE3 (Figure 1D). It should be noted that although BAY-3827 potently inhibits the catalytic activity of AMPK, it has been shown to increase PRKAA phosphorylation possibly due to its protective effect against Thr172 dephosphorylation [33]. Both BAY-3827 and BAY-974 treatment showed no detectable changes in torin1-sensitive/MTOR-regulated signaling or basal expression of the TFEB-target genes. BAY-3827 abrogated MK-8722-, but not torin1-stimulated induction of the TFEB-target gene expression (Figure 1E). In contrast, but as expected BAY-974 treatment did not affect MK-8722- or torin1-stimulated gene expression. Taken together, loss of AMPK function, whether through genetic or pharmacological means, did not affect torin1-stimulated gene expression of the selected TFEB targets.

### Torin1-regulated TFEB- and TFE3-dependent gene expression is profoundly preserved in cells lacking AMPK

TFEB plays a key role in maintaining cellular homeostasis through regulating the expression of genes belonging to the CLEAR network [2,3]. To unbiasedly assess the requirement of AMPK in the transcriptional activation of TFEB induced by pharmacological activation of AMPK or inhibition of MTOR, two separate transcriptome analyses were conducted involving WT and *tfeb tfe3* DKO MEFs and WT and *prkaa1 prkaa2* DKO MEFs (Fig. S2A-D). We initially sought to establish MK-8722- and torin1-sensitive TFEB- and TFE3-dependent genes in WT and *tfeb tfe3* DKO MEFs (Figure 2A,C, Fig. S2A and B). 

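mRNA was sequenced from WT MEFs (mouse embryonic fibroblasts) and from *tfeb tfe3* DKO MEFs, described in the paper as without TFEB and TFE3. Cells of both genotypes were treated with vehicle (DMSO), with torin1, a catalytic inhibitor of MTOR, or with MK-8722, a direct activator of AMPK. The legend of Fig. S2 gives 0.1% DMSO, 100 nM torin1 and 10 μM MK-8722, and the paper's text does not state how long the cells for sequencing were treated. Each of the 6 groups of genotype and treatment had 4 libraries, 24 in all. Each library of a group came from a culture at another passage, which was 7, 8, 9 or 11 for WT and 8, 9, 10 or 11 for *tfeb tfe3* DKO. The libraries were read as pairs of 52 bp. The authors aligned the reads to the mouse genome (GRCm38, Ensembl release 102) with STAR, used the unique molecular identifiers, and deposited estimated counts and TPM from salmon for every gene and transcript. The values for a gene are estimated counts, not scaled for library size or gene length, and they were rounded to whole numbers here.
Between 24668921 and 33332562 counts per library fell on genes, with a median of 27988364 over all libraries. The median per group in WT was 30566102 with DMSO, 28797725 with torin1 and 26574212 with MK-8722. In *tfeb tfe3* DKO it was 26598440 with DMSO, 27922178 with torin1 and 28365214 with MK-8722. Of the 55487 genes in the table, 31829 had at least 1 count, and 15401 had enough counts in a group's worth of libraries to be tested (edgeR's filterByExpr with a minimum count of 10). Library sizes were scaled with edgeR's TMM method, which gave factors from 0.950 to 1.08. All libraries entered 1 fit with a mean for each group, which left 18 residual degrees of freedom. The biological coefficient of variation was 10.7%. Genes are called up- or downregulated with the paper's thresholds, a fold change of at least 1.2 and a false discovery rate under 0.05, here from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The standard error of a log2 fold change is its size divided by the square root of the test's F. The change in a drug's effect, which is the log2 fold change of drug against DMSO in *tfeb tfe3* DKO minus that in WT, is called the response to the drug in DKO compared to WT. A gene whose response is downregulated is said to have a smaller response in DKO, and one whose response is upregulated a larger one. The words refer to the sign and not to the size of the effect. A smaller response is a lower log2 fold change with the drug in DKO, which for a gene that the drug lowers is a larger fall.
In a principal component analysis of log2 CPM, the unit of the paper's heatmaps, the first component held 68.2% of the variance and parted the genotypes, and the second held 12.2% and parted torin1 from the other treatments. No pair of replicates differed by less than the sampling noise, with a chi-square per degree of freedom from 3.98 to 40.9 over the 36 pairs.
*Tfeb* (ENSMUSG00000023990, on chromosome 17 of GRCm38 from 47737030 to 47792419) was counted at 22.9 ± 1.74 CPM (SD, n = 4) in WT with DMSO and at 2.25 ± 0.289 CPM (SD, n = 4) in *tfeb tfe3* DKO with DMSO, a log2 fold change of -3.35 (standard error 0.10, adjusted p = 4.09e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every WT library had at least 14.0 CPM of *Tfeb* and no *tfeb tfe3* DKO library had more than 2.65. *Tfe3* (ENSMUSG00000000134, on chromosome X from 7762560 to 7775202) did not differ in its mRNA count with DMSO, with 120.2 ± 1.17 CPM (SD, n = 4) in WT and 124 ± 2.11 CPM (SD, n = 4) in *tfeb tfe3* DKO. Its log2 fold change was 0.04 (standard error 0.03, adjusted p = 0.279 from the same edgeR test) and turned to -0.03 when the libraries were scaled by library size alone. In treated cells *Tfe3* was slightly higher in *tfeb tfe3* DKO than in WT, with a log2 fold change of 0.20 under torin1 (standard error 0.03, adjusted p = 7.29e-06 from the same edgeR test) and 0.23 under MK-8722 (standard error 0.03, adjusted p = 8.34e-07 from the same edgeR test), both below a fold change of 1.2. The mRNA of *Tfe3* was thus not lower in *tfeb tfe3* DKO under any of the treatments. These counts show a loss of *Tfeb* mRNA but none of *Tfe3* mRNA, so that TFE3 is absent rests on the genotype given for the cells, not on these libraries.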

Bulk mRNA-Seq (messenger RNA-sequencing) revealed that 829 genes (15%) were commonly upregulated (FC (fold change) ≥ 1.2, false discovery rate (FDR) < 0.05) in response to torin1 and MK-8722 treatments compared to vehicle (DMSO) control in WT MEFs, with a group of genes that had downregulated expression in drug-treated *tfeb tfe3* DKO compared to WT MEFs (Fig. S2A). 

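In WT MEFs, 4100 genes were upregulated and 3153 downregulated with torin1 compared to DMSO, and 1583 were upregulated and 904 downregulated with MK-8722. Of the upregulated genes, 901 were common to both treatments, where 421 would be expected if the lists were independent. The 901 genes are 56.9% of those upregulated with MK-8722 and 22.0% of those upregulated with torin1. The largest change in this number came from the threshold on the fold change. With the false discovery rate alone, 1389 genes were common to both treatments, and with edgeR's test against a fold change of 1.2 (glmTreat), 474. With each library left out in turn, the number stayed between 819 and 908.
In *tfeb tfe3* DKO MEFs, 3542 genes were upregulated and 3111 downregulated with torin1, and 843 were upregulated and 495 downregulated with MK-8722. The 4 lists of upregulated genes together held 5793 genes. Of the 901 genes, 349 were upregulated with neither drug in *tfeb tfe3* DKO, and 237 were upregulated with both. In the drug-treated cells, 371 of the 901 genes were downregulated in *tfeb tfe3* DKO compared to WT under both torin1 and MK-8722.
Both drugs were compared with the same 4 DMSO libraries, which by itself makes the lists of the drugs overlap. When each drug was instead compared with its own 2 of the 4 DMSO libraries, a median of 764 genes (736 to 793 over 36 such splits) was upregulated with both drugs, where a median of 350.1 would be expected of independent lists. With the same 2 DMSO libraries for both drugs, it was 823 (786 to 885). Across all genes, the correlation of the log2 fold changes of the drugs was 0.1802 with separate and 0.515 with shared DMSO libraries (medians). Sets of 2 DMSO libraries lack passages that the treated libraries hold. Differences between passages lower the first value and raise the second, so these correlations do not measure the effect of sharing alone. In 10 simulated sets of libraries without any drug effect, at an unadjusted p under 0.05 and the same fold change, a median of 33.5 genes was upregulated with both, against 1038 in the data. By other measures the simulated sets were the more alike, with a median correlation of 0.488 against 0.376 in the data, 66.6% against 61.7% of genes with the same sign, and 979 against 892 genes common to ranked lists as long as those of the data. In these sets the shared noise is all there is, so these measures do not tell how much of the overlap in the data is due to it.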

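Of the genes upregulated with torin1 in WT MEFs, 1725 were downregulated in torin1-treated *tfeb tfe3* DKO compared to torin1-treated WT MEFs, and 324 of these also had a smaller response to torin1 in DKO. For MK-8722, 649 of the upregulated genes were downregulated in treated DKO compared to treated WT, and 276 of these also had a smaller response. In WT, *Gpnmb* and *Plin4* had the largest rise with each drug among genes with a mean of at least 2 log2 CPM whose treated and vehicle libraries did not overlap. *Gpnmb* (ENSMUSG00000029816, on chromosome 6 of GRCm38 from 49036546 to 49070929) encodes a glycoprotein of lysosomes and melanosomes. It rose from 0.767 ± 0.248 CPM with DMSO to 21.5 ± 5.91 CPM with torin1 and to 11.8 ± 2.00 CPM with MK-8722 in WT (SD, n = 4). The log2 fold change was 4.80 with torin1 (standard error 0.30, adjusted p = 4.90e-12) and 3.95 with MK-8722 (standard error 0.30, adjusted p = 8.68e-10), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *tfeb tfe3* DKO, *Gpnmb* was at 2.51 ± 0.815 CPM with DMSO, 4.40 ± 1.48 with torin1 and 3.45 ± 0.870 with MK-8722 (SD, n = 4). Its response in DKO compared to WT was -3.98 for torin1 (standard error 0.41, adjusted p = 4.22e-07 from the same edgeR test) and -3.47 for MK-8722 (standard error 0.42, adjusted p = 4.71e-06 from the same edgeR test).
*Plin4* (ENSMUSG00000002831, on chromosome 17 from 56100591 to 56109803) encodes a protein of lipid droplets. In WT it rose from 0.685 ± 0.148 CPM with DMSO to 14.7 ± 4.05 CPM with torin1 and 11.4 ± 2.36 CPM with MK-8722 (SD, n = 4). These are log2 fold changes of 4.42 (standard error 0.25, adjusted p = 8.48e-13) and 4.06 (standard error 0.25, adjusted p = 1.88e-11) by the same edgeR test. In *tfeb tfe3* DKO it was at 1.59 ± 0.239 CPM with DMSO, 3.24 ± 0.589 with torin1 and 4.81 ± 1.15 with MK-8722 (SD, n = 4). Its response in DKO was -3.40 for torin1 (standard error 0.35, adjusted p = 4.24e-07) and -2.47 for MK-8722 (standard error 0.35, adjusted p = 4.35e-05), again by edgeR.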

To study this gene subset, differential expression analysis was performed, and it identified genes induced by torin1 or MK-8722 that were also significantly downregulated (abs(FC ≥ 1.2), FDR < 0.05) in *tfeb tfe3* DKO compared to WT MEFs. These genes were then subjected to enrichment analysis, and their associated gene ontology functions were explored (Fig. S2E and F). This revealed that the downregulated genes in response to both torin1 and MK-8722 treatments in *tfeb tfe3* DKO compared to WT cells have cellular functions involved in autophagy, ion homeostasis, vacuolar transport and organization and lysosome organization and transport. 

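The response to torin1 was smaller in *tfeb tfe3* DKO than in WT for 975 genes, and the response to MK-8722 for 628. Of these genes, 571 and 530 were upregulated with the same drug in WT and 85 and 2 downregulated with it. In DKO the effect of the drug was larger in size than in WT for 382 of the 975 genes and 57 of the 628. Of all these genes, 372 had a smaller response to both drugs. Because the responses share their DMSO libraries, the last number was also taken with 2 of the 4 DMSO libraries of each genotype for torin1 and the other 2 for MK-8722. A median of 259 genes (251 to 271 over 36 such splits) then had a smaller response to both drugs, where a median of 19.5 would be expected of independent lists, and with the same 2 libraries for both drugs it was 288 (258 to 324). The number of genes with a smaller response changed most with edgeR's test against a fold change of 1.2, to 313 for torin1 and 254 for MK-8722. With the passage of the cultures as a block, which this fit leaves out, it was 1329 and 906.
Functions were examined with lists of genes written by hand for lysosomes, autophagy, regulation of MTORC1 and endosomal transport, since the gene ontology tables were not at hand. Ion homeostasis had no list. Of the 94 genes tested from the lysosome list, 63 had a smaller response to torin1 and 59 to MK-8722 in DKO, and 65 and 62 when adjusted over the list alone. From the autophagy list, 55 genes were tested. Their median response in DKO compared to WT was -0.08 for torin1 and -0.07 for MK-8722 on the log2 scale, against -0.01 and 0.01 for all genes tested. It was -0.034 for torin1 without WT torin1 replicate 1 and -0.032 for MK-8722 without WT MK-8722 replicate 4. The response to torin1 was smaller for 13 of them and larger for 4, and that to MK-8722 was smaller for 12 and larger for 1. When adjusted over the list alone, it was smaller for 14 and larger for 4 with torin1, and smaller for 13 and larger for 1 with MK-8722. The level of the list was not lower in DKO. Relative to WT with DMSO, its mean log2 CPM was 0.19 ± 0.02 in DKO with DMSO (SD, n = 4). With torin1 it was 0.21 ± 0.01 in WT and 0.27 ± 0.01 in DKO. With MK-8722 it was 0.17 ± 0.01 and 0.23 ± 0.02. The response of the list was lower than that of the other genes by camera with a preset correlation of 0.01. The adjusted p was 0.00112 for torin1 and 1.90e-05 for MK-8722 (limma's camera on edgeR's statistics, Benjamini-Hochberg adjustment over 12 tests). With camera's estimated correlation in its place, the calls for lysosomes, autophagy, MTORC1 regulation and endosomal transport held for both drugs, with an adjusted p of 0.0122 for autophagy and torin1 (limma). They held with limma's fry too.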

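The list for the regulation of MTORC1 held 48 genes, of which 45 were tested. For torin1, their median response in *tfeb tfe3* DKO compared to WT was -0.17 on the log2 scale (adjusted p = 3.05e-05 from limma's camera with Benjamini-Hochberg adjustment). The median was -0.11 without WT torin1 replicate 1. In WT, torin1 upregulated 13 of the genes and downregulated 12, and in DKO 12 and 18. Relative to WT with DMSO, the list's mean log2 CPM was -0.02 in WT with torin1. In DKO it was -0.03 with DMSO and -0.30 with torin1. By these means, the smaller response of the list is a fall in DKO and not a lost rise. A smaller response was called for 12 genes, namely *Flcn*, *Fnip1*, *Lamtor1*, *Lamtor3*, *Lamtor4*, *Castor2*, *Ddit4*, *Prkaa2*, *Rragb*, *Rragc*, *Sesn2* and *Tsc1*. A larger response was called for 4 genes. Adjusted over the list alone, these numbers were 14 and 4. *Flcn* and *Fnip1* encode subunits of the complex that activates RRAGC and RRAGD, the GTPases that bring TFEB to MTORC1. *Flcn* (ENSMUSG00000032633, on chromosome 11 of GRCm38 from 59791408 to 59810016) rose in WT from 31.7 ± 0.781 CPM with DMSO to 61.5 ± 5.38 CPM with torin1, and in DKO it was at 42.2 ± 3.20 CPM with DMSO and 27.8 ± 1.74 CPM with torin1 (SD, n = 4). Its response to torin1 was -1.56 (standard error 0.09, adjusted p = 9.67e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fnip1* (ENSMUSG00000035992, on chromosome 11 from 54438199 to 54518235) rose in WT from 23.6 ± 0.740 to 58.8 ± 3.34 CPM, and in DKO it was at 46.5 ± 1.52 CPM with DMSO and 43.7 ± 1.28 CPM with torin1 (SD, n = 4). Its response was -1.41 (standard error 0.06, adjusted p = 2.18e-13 from the same edgeR test). With MK-8722 the list's median was -0.03 (adjusted p = 1.43e-04 from limma's camera), with 8 genes of smaller and 1 of larger response, and 9 and 2 when adjusted over the list alone. Without WT MK-8722 replicate 2 this median was -0.0016. The response to MK-8722 was -1.41 for *Flcn* (standard error 0.09, adjusted p = 2.73e-10) and -1.27 for *Fnip1* (standard error 0.06, adjusted p = 1.87e-12) by edgeR's test.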

As anticipated, some of the downregulated genes in torin1 *vs*. vehicle control in *tfeb tfe3* DKO compared to WT were found to be involved in regulatory functions of MTOR signaling (Fig. S2E). 

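From the endosomal transport list, 90 genes were tested. For MK-8722, their median response in *tfeb tfe3* DKO compared to WT was -0.10 on the log2 scale (adjusted p = 1.07e-13 from limma's camera with Benjamini-Hochberg adjustment). The response was smaller for 22 genes, and for 23 when adjusted over the list alone. No gene of the list had a larger response either way, with 1 larger at an unadjusted p under 0.05. The genes with a smaller response were *Arl8a*, *Arl8b*, *Ccdc22*, *Ccdc93*, *Chmp2b*, *Eea1*, *Pikfyve*, *Rab7*, *Rabep1*, *Snx2*, *Vac14*, *Vps8*, *Vps11*, *Vps18*, *Vps26a*, *Vps29*, *Vps33a*, *Vps35*, *Vps35l*, *Washc1*, *Washc2* and *Washc5*. They include genes for retromer, for the CORVET and HOPS tethering complexes and for the WASH complex. The largest falls were those of *Washc5*, with a response of -1.03, and *Washc2*, with -1.02. For torin1 the list's median was also -0.10 (adjusted p = 5.44e-07 from limma's camera), with 24 genes of smaller and 3 of larger response, and 26 and 3 when adjusted over the list alone. Without WT torin1 replicate 1 the median for torin1 was -0.041. These p-values rest on the preset correlation of 0.01. With camera's estimated correlation the adjusted p was 0.0028 for MK-8722 and 0.0215 for torin1 (limma).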

With MK-8722 treatment, endosomal transport functions were also enriched in downregulated *tfeb tfe3* DKO genes (Fig. S2F). Gene set enrichment analysis was performed on torin1- and MK-8722-treated cells compared to vehicle in *tfeb tfe3* DKO *vs*. WT to study the top biological pathway associated with TFEB and TFE3 functions in these treatments. This revealed that the highly enriched pathway for both MK-8722 and torin1 treatments was the lysosome (Fig. S2G and H). Furthermore, we observed that genes significantly downregulated (abs(FC ≥ 1.2), FDR < 0.05) in both torin1 and MK-8722 *tfeb tfe3* DKO MEFs were commonly related to lysosomal and autophagy functions, reinforcing the established roles for TFEB and TFE3 in regulating lysosomal processes downstream of MTOR and AMPK signaling pathways.

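The lysosome list held 99 genes and was written by hand, and it stands in for the pathway that the paper tested. Each library's mean log2 CPM over the 94 genes tested was set against the mean of the WT libraries with DMSO. In WT it rose to 0.53 ± 0.04 with torin1 and 0.57 ± 0.04 with MK-8722 (SD, n = 4), and in *tfeb tfe3* DKO it was at -0.00 ± 0.01 with DMSO, -0.00 ± 0.02 with torin1 and 0.09 ± 0.01 with MK-8722 (SD, n = 4). The median log2 fold change of these genes in WT was 0.49 with torin1 and 0.53 with MK-8722, and in DKO -0.01 and 0.08. Their median response in DKO compared to WT was -0.50 for torin1 (adjusted p = 1.30e-49) and -0.48 for MK-8722 (adjusted p = 7.82e-60), from limma's camera with Benjamini-Hochberg adjustment. The response was below 0 for 88 of the 94 genes with torin1 and 82 with MK-8722. Of the 6 lists tested for each drug, the lysosome list had the smallest adjusted p with both drugs, also with an estimated correlation, where it was 2.92e-05 for torin1 and 1.78e-05 for MK-8722 (limma). With each library left out in turn, the median stayed between -0.52 and -0.44 for torin1.
*Hexa* and *Ctsa* encode lysosomal hydrolases. *Hexa* (ENSMUSG00000025232, on chromosome 9 of GRCm38 from 59539540 to 59565109) rose in WT from 47.0 ± 3.07 CPM with DMSO to 86.5 ± 4.34 with torin1 and 109 ± 10.3 with MK-8722, and in DKO it was at 60.4 ± 4.95, 59.4 ± 4.19 and 73.4 ± 4.64 CPM (SD, n = 4). Its response was -0.90 for torin1 (standard error 0.10, adjusted p = 1.09e-06) and -0.93 for MK-8722 (standard error 0.10, adjusted p = 7.57e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ctsa* (ENSMUSG00000017760, on chromosome 2 from 164832873 to 164841032) rose in WT from 131 ± 4.49 CPM with DMSO to 303 ± 29.0 with torin1 and 279.9 ± 16.8 with MK-8722, and in DKO it was at 133.6 ± 8.26, 155 ± 9.35 and 134.1 ± 9.16 CPM (SD, n = 4). Its response was -1.01 for torin1 (standard error 0.09, adjusted p = 6.53e-08) and -1.10 for MK-8722 (standard error 0.09, adjusted p = 2.06e-08) by the same edgeR test. On either strand, other genes of the annotation share 10.5% of the stretches of 52 bases in the transcripts of *Hexa* and 11.4% of those of *Ctsa*. Single reads from these stretches may therefore not tell the genes apart. Whether their strand or the other read of the pair does was not examined.

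**Figure D1:**
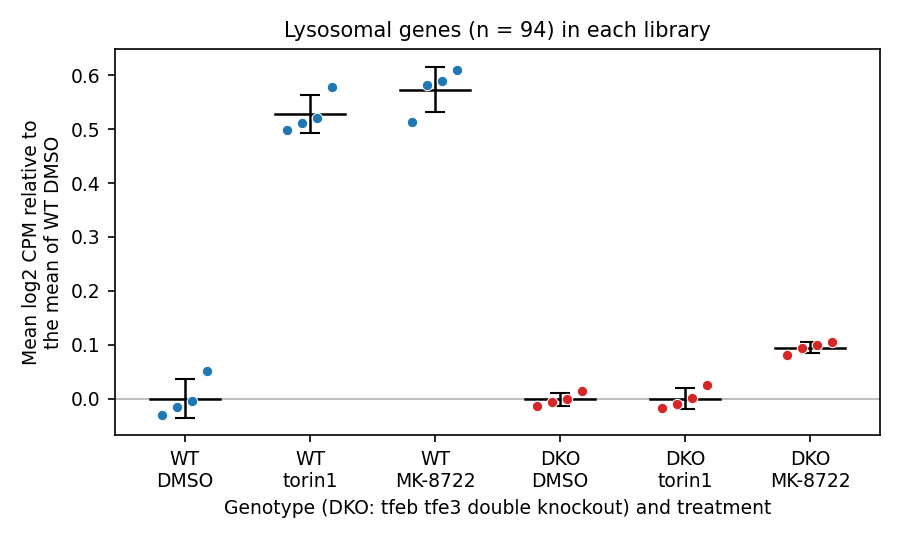
Mean log2 CPM of the 94 lysosomal genes tested, relative to the mean of the WT libraries with DMSO, by genotype and treatment. Each point is a library, and the bars show the mean and SD of 4 libraries. The WT libraries with torin1 and MK-8722 lie above all others.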

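The genes for which this holds by both criteria, a lower level in treated *tfeb tfe3* DKO than in treated WT MEFs and a smaller response in DKO, for both torin1 and MK-8722, included 39 of the 94 genes of the lysosome list and 5 of the 55 of the autophagy list. From the lists for MTORC1 regulation and endosomal transport they included 5 of 45 and 9 of 90 genes. The genes drawn in Fig. 2G, reported earlier as regulated by TFEB, were examined as well. All 43 were tested. The response in DKO was smaller for 37 of them with torin1 and 37 with MK-8722, and for 38 and 37 when adjusted over the list alone. Their level was lower in treated DKO than in treated WT for 33 with torin1 and 34 with MK-8722. All 4 criteria held for 32 genes, 27 of the 27 lysosomal genes and 5 of the 16 autophagy genes, which are *Gabarap*, *Vps8*, *Vps11*, *Vps18* and *Vps33a*. Against all genes tested, the odds ratio of the 43 genes was 276 (two-sided Fisher's exact test, p = 3.32e-53). The two-sided exact p was 4.97e-53 for the lysosomal and 1.09e-06 for the autophagy genes. The study chose the genes of Fig. 2G in part on these libraries, so the test and the counts adjusted over the list alone are not independent evidence. With each library left out in turn, between 31 and 33 of the 43 genes met all criteria.

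**Figure D2:**
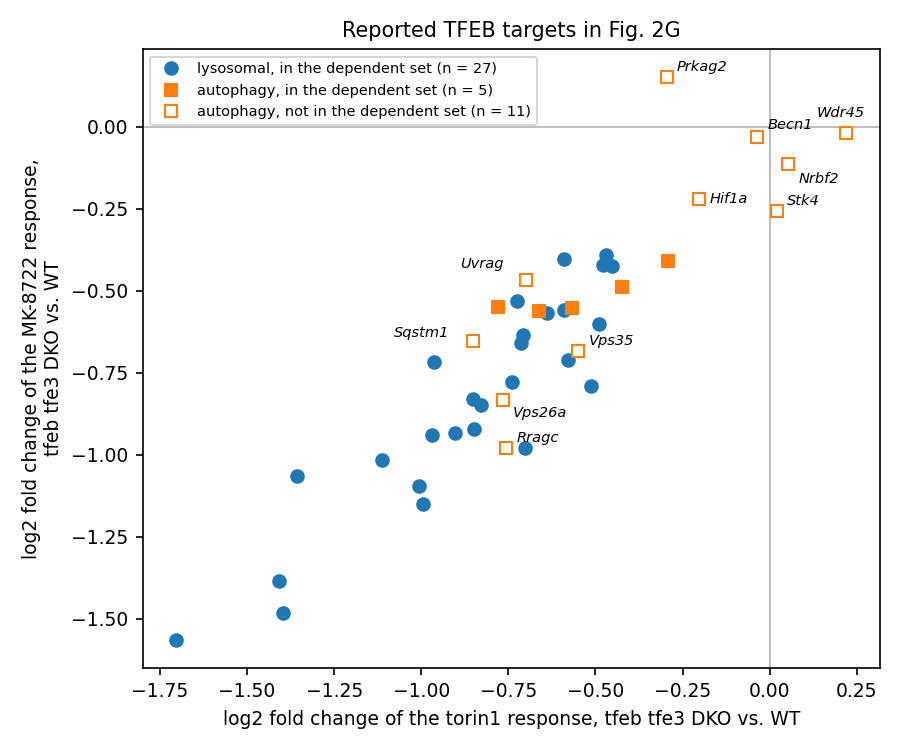
Response to MK-8722 against response to torin1 in *tfeb tfe3* DKO compared to WT, in log2 fold change, for the 43 genes of Fig. 2G. Filled symbols are genes that met all 4 criteria, 27 lysosomal genes (circles) and 5 autophagy genes (squares), and open squares are the 11 autophagy genes that did not.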

**Figure 2.**
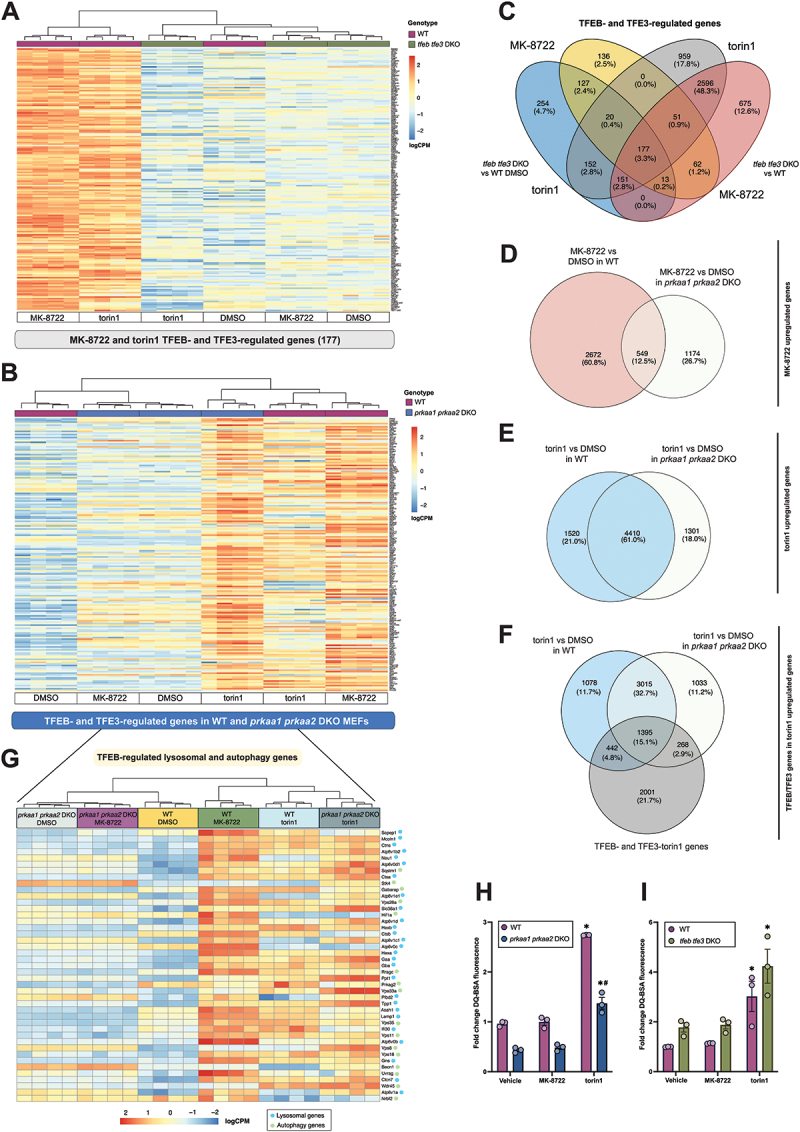
Unbiased messenger RNA sequencing substantiates dispensable role for AMPK in MTORC1-mediated/torin1-sensitive transcriptional activation of TFEB and TFE3. (A and B) Heatmaps of gene expression of MK-8722 and torin1-regulated genes in (A) WT and *tfeb tfe3* DKO MEFs and (B) in WT and *prkaa1 prkaa2* DKO MEFs. (C-F) venn diagrams depicting significantly upregulated genes across treatments, with (C) TFEB- and TFE3-regulated genes by MK-8722 and torin1 were obtained by selecting significantly downregulated genes in *tfeb tfe3* DKO MEF cells compared to DMSO WT and across treatment conditions. Significantly upregulated genes upon MK-8722 (D) and torin1 (E) treatment across WT and *prkaa1 prkaa2* DKO genotypes and (F) significantly upregulated TFEB- and TFE3-regulated genes present in torin1 upregulated genes. All significant genes were defined as having an absolute value (abs) iFold change (FC) ≥ 1.2 and false discovery rate (FDR) < 0.05. (G) heatmap of previously reported TFEB-regulated lysosomal and autophagy genes [3] present in current MK-8722- and torin1-regulated TFEB- and TFE3-dependent gene dataset. All expression data is shown as logCPM (log2 counts per million). (H, I) lysosomal proteolytic activity expressed as fold change in DQ-BSA fluorescence relative to WT vehicle (0.1% DMSO), in (H) *prkaa1 prkaa2* DKO MEFs or (I) *tfeb tfe3* DKO MEFs treated with 10 μM MK-8722 or 100 nM torin1 for 3 h. Representative data from three independent experiments are shown as mean ± SEM. Two-way ANOVA with šídák’s multiple comparison correction test was performed for statistical analysis (*p < 0.05 vehicle *vs*. treatment within the indicated genotype and # *p* < 0.05 WT *vs*. DKO within the indicated treatment).

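The selection of Fig. 2C was repeated with 4 lists of genes, those downregulated in *tfeb tfe3* DKO compared to WT MEFs under torin1 (4283) and under MK-8722 (3908), and those with a smaller response to each drug in DKO. On all 4 lists were 191 genes. The lists of lower levels shared 2771 genes that had no smaller response to either drug, while 914 genes were on the torin1 list alone and 639 on the MK-8722 list alone. A smaller response to torin1 alone, without a lower level in treated DKO, was found for 283 genes, and to MK-8722 alone for 135. A smaller response to both drugs without a lower level was found for 139 genes. Another 169 genes were lower in DKO under both drugs with a smaller response to torin1 alone, and 62 with a smaller response to MK-8722 alone.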

To identify torin1- and MK-8722-sensitive TFEB- and TFE3-dependent genes, we specifically focused on significantly downregulated genes in *tfeb tfe3* DKO compared to WT cells in these two treatments. The genes that fit this criterion and that were significantly downregulated in *tfeb tfe3* DKO compared to WT MEFs in both MK-8722 and torin1 treatments compared to vehicle were selected, and their expression profiles were visualized in a heatmap (Figure 2A). This identified a total of 177 commonly downregulated genes in torin1- and MK-8722-treated *tfeb tfe3* DKO compared to the treated WT MEFs (and from hereafter to be referred to as MK-8722- and torin1-sensitive TFEB- and TFE3-dependent genes).

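Most genes downregulated in treated *tfeb tfe3* DKO compared to treated WT MEFs were downregulated with DMSO too. With DMSO, 3796 genes were lower and 3621 higher in *tfeb tfe3* DKO than in WT (4479 and 2943 with library size alone in place of TMM). Of the genes lower under torin1, 3097 (72.3%) were also lower with DMSO, and of those lower under MK-8722, 3132 (80.1%). A smaller response to the drug in DKO was found for 536 (12.5%) of the genes lower under torin1 and for 329 (8.42%) of those lower under MK-8722. The genes lower under torin1 that were not upregulated with it in WT numbered 2558, and the corresponding number for MK-8722 was 3259.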

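By this definition, 191 genes were TFEB- and TFE3-dependent here. In WT, 153 of them were upregulated with torin1, 178 with MK-8722, 148 with both and 8 with neither. Already with DMSO, 41 were lower in *tfeb tfe3* DKO than in WT. Their median log2 fold change in WT was 0.64 with torin1 and 0.70 with MK-8722, and in *tfeb tfe3* DKO -0.02 and 0.05. The effect of the drug was larger in size in DKO than in WT for 42 of the genes with torin1 and 7 with MK-8722, so these do not respond less to the drug, and their response is a lower one in sign alone. In DKO, torin1 upregulated 34 of the genes and downregulated 50, and MK-8722 upregulated 22 and downregulated 8. The median difference between DKO and WT was 0.02 with DMSO, -0.70 with torin1 and -0.66 with MK-8722. The responses in DKO compared to WT ranged from -3.98 to -0.27 for torin1, with a median of -0.69, and from -3.47 to -0.26 for MK-8722.
Each library's mean log2 CPM over the 191 genes was set against the mean of the WT libraries with DMSO. In WT it was 0.76 ± 0.07 with torin1 and 0.83 ± 0.04 with MK-8722 (SD, n = 4). In *tfeb tfe3* DKO it was -0.06 ± 0.02 with DMSO, -0.09 ± 0.03 with torin1 and -0.00 ± 0.01 with MK-8722 (SD, n = 4). The genes were chosen on these libraries, so the size of these differences is in part a result of the choice. With separate DMSO libraries for each drug, 2 per genotype, a median of 148 genes (142 to 154 over 36 such splits) met the definition, and with the same 2 for both drugs 158 (147 to 170).
The number of genes was 93 with edgeR's test against a fold change of 1.2 and 266 with the false discovery rate alone. With library size alone in place of TMM it was 240, all 191 genes included, and with an offset for transcript length 167. With each library left out in turn, it stayed between 170 and 196. DESeq2's Wald test gave 185 of the 191 genes, and limma's voom 183 of them. With the passage of the cultures as a block it was 230, of which 190 were among the 191.
The pseudogene *Gm8615* (ENSMUSG00000024437, a transcribed processed pseudogene on chromosome 5 of GRCm38 from 149155108 to 149156209) was 1 of the 191 genes. In WT it was counted at 1.50 ± 0.273 CPM with DMSO, 6.15 ± 0.915 with torin1 and 5.98 ± 0.693 with MK-8722, and in DKO at 2.48 ± 0.114, 3.79 ± 0.288 and 2.16 ± 0.165 CPM (SD, n = 4). Its response was -1.42 for torin1 (standard error 0.18, adjusted p = 8.34e-06) and -2.19 for MK-8722 (standard error 0.19, adjusted p = 2.62e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the stretches of 52 bases in its transcript, 43.1% also occur in transcripts of *Gnpda1*, which is itself 1 of the 191 genes, has a higher mean level (4.24 against 1.91 log2 CPM) and changed in much the same way. The log2 fold changes of *Gnpda1* were 2.13 with torin1 and 2.15 with MK-8722 in WT, against 2.04 and 2.00 for *Gm8615*, and its responses in DKO were -1.24 and -1.99. The response counted for *Gm8615* may therefore be that of *Gnpda1*.
The paper selects the genes that are lower in treated *tfeb tfe3* DKO than in treated WT MEFs and whose response to both drugs is downregulated in DKO, and from these comparisons it takes them as the genes whose response to torin1 and MK-8722 depends on TFEB and TFE3.

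**Figure D3:**
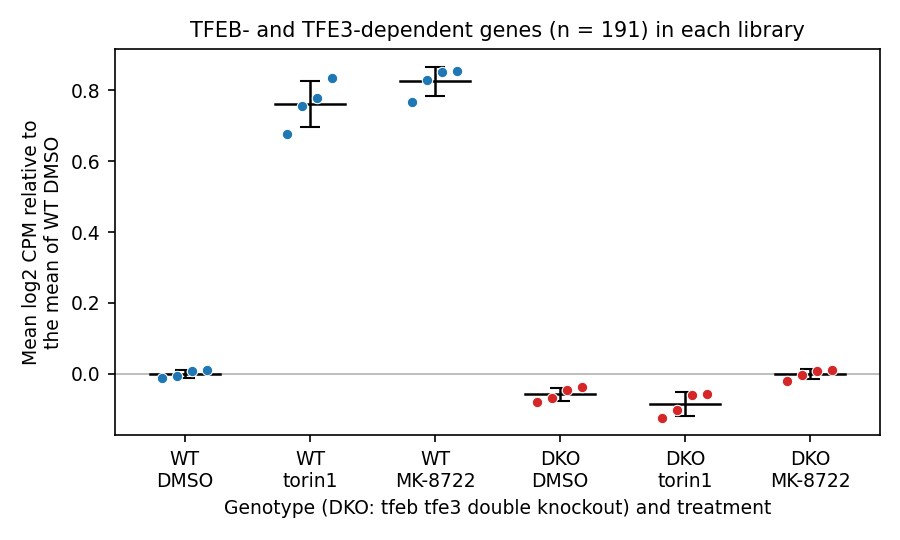
Mean log2 CPM of the 191 TFEB- and TFE3-dependent genes, relative to the mean of the WT libraries with DMSO, by genotype and treatment. Each point is a library, and the bars show the mean and SD of 4 libraries. The WT libraries with torin1 and MK-8722 lie above all others, and the genes were chosen on these libraries.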

We then determined whether the expression of TFEB- and TFE3-dependent genes was altered in *prkaa1 prkaa2* DKO MEFs compared to WT in response to MK-8722 and torin1. Differential expression analysis showed that 1007 (11.6%) and 807 genes (9.3%) were significantly upregulated (FC ≥ 1.2, FDR < 0.05) in response to torin1 and MK-8722, respectively, in WT MEFs compared to vehicle (Fig. S2C), and an unbiased heatmap was produced to visualize gene expression profiles (Fig. S2D). We then looked at the gene expression of TFEB- and TFE3-regulated genes in WT and *prkaa1 prkaa2* DKO sequencing data using intact ENSEMBL IDs to select matching genes and visualized their expression profile in a heatmap (Figure 2B). All TFEB- and TFE3-regulated genes were matched in the WT and *prkaa1 prkaa2* DKO dataset except for the pseudogene *Gm8615*.

As anticipated, the majority (87.5%) of MK-8722-stimulated genes in WT were not upregulated in *prkaa1 prkaa2* DKO cells, with only a 12.5% observed overlap (Figure 2D). In contrast, 61% of upregulated genes in response to torin1 treatment were conserved in both WT and *prkaa1 prkaa2* DKO (Figure 2E). Among those commonly upregulated genes, we observed that 15.1% (1395 genes) were predicted torin1-sensitive TFEB/TFE3-dependent genes (Figure 2F), including 43 genes (out of 63) that had been previously reported as direct TFEB target genes [3] (Figure 2G). The depicted gene expression profiles revealed that the majority of MK-8722-stimulated genes were highly expressed in WT, but not in *prkaa1 prkaa2* DKO cells, whereas torin1-stimulated genes were highly-to-moderately expressed in both genotypes. Collectively, unbiased transcriptome analysis revealed that AMPK is not essential for the induction of the vast majority of known TFEB- and TFE3-regulated genes in response to torin1.

### TFEB, TFE3 and AMPK are dispensable for torin1-stimulated lysosomal proteolytic activation

It has been reported that both AICAR and torin1 acutely (within 2 hours) increase lysosomal proteolytic activity in WT, but not in *prkaa1 prkaa2* DKO MEFs [19] as measured by microscopic image-based DQ-BSA fluorescence, a self-quenched albumin probe that fluoresces upon degradation. We performed quantitative cytometry-based DQ-BSA fluorescence analyses in WT, *prkaa1 prkaa2* DKO and *tfeb tfe3* DKO MEFs treated with vehicle, MK-8722 or torin1 for 3 h (Figure 2H and I). TFEB dephosphorylation, AMPK activation and MTOR inhibition (e.g., by monitoring changes in phosphorylation of downstream targets including ULK1 phosphorylation at S555 and S757 regulated by AMPK and MTOR, respectively) were confirmed by immunoblotting (**Fig. S2I and J**). Even though lysosomal proteolytic activity was reduced in *prkaa1 prkaa*2 DKO cells compared to WT in basal (vehicle-treated) state as reported [19], we observed relatively similar increase (2-fold) with torin1 in both genotypes (Figure 2H). Pharmacological activation of AMPK by MK-8722 had no effect on lysosomal proteolytic activity in both WT and *prkaa1 prkaa2* DKO cells. Notably, we observed a modestly higher basal activity in *tfeb tfe3* DKO compared to WT cells, and torin1, but not MK-8722, had comparable increase in lysosomal proteolytic activity between the genotypes (Figure 2I). This indicates that an MTOR-dependent, but TFEB- and TFE3-independent mechanism is responsible for torin1-induced lysosomal proteolytic activity in MEFs. Collectively, AMPK is required for basal proteolytic activity, but both AMPK and TFEB are dispensable for an acute torin1-stimulated lysosomal proteolytic activity in MEFs.

### AMPK activation and MTOR inhibition promotes TFEB dephosphorylation at C-terminal serine residues

A previous study using a cell-free assay showed that recombinant PRKAA1/AMPKα1-PRKAB1/β1-PRKAG1/γ1 complex phosphorylated purified TFEB protein and that AMPK-mediated phosphorylation of the purified GST-TFEB C-terminal fragment (415–476) was modestly or profoundly reduced in the fragment harboring single serine to alanine substitution (S467A or S469A) or triple substitutions (S466A S467A S469A), respectively [19]. Consequently, a polyclonal phospho-specific antibody against a triple-phosphorylated peptide (p-S466 p-S467 p-S469) was developed, and the study showed that AICAR treatment significantly increased immunoprecipitation of TFEB and TFE3 against the p-S466 S467 S469 antibody compared to vehicle control in WT, but not in *prkaa1 prkaa2* DKO cells [19]. However, the specificity of the p-S466 S467 S469 antibody was poorly documented, and whether the antibody had exclusively detected the triple-phosphorylated protein or cross-reacted with single and/or dual-phosphorylated or non-phosphorylated protein was not reported. Notably, basal phosphorylation of p-S466 S467 S469 was similar between WT and *prkaa1 prkaa2* DKO cells [19], indicating that these sites can also be phosphorylated by other kinases independently of AMPK.

We developed individual single (in human TFEB p-S466, p-S467, p-S469 and in mouse TFEB p-S465, p-S466, p-S468) and dual p-S466 S467 (p-S465 S466 in mouse) TFEB antibodies and initially performed dot blot analyses to assess specificity and sensitivity of the respective antibodies (Figure 3A). To avoid confusion over the TFEB residue numbering, particularly for the C-terminal serine residues, between human and mouse, we hereafter refer exclusively to the human TFEB numbering. To maximize the likelihood of generating site-specific antibodies against single p-S466 and p-S467 antibodies, we designed the antigen peptides with p-S466 and p-S467 positioned at the N-terminal or C-terminal ends, respectively, ensuring that phosphorylation at one site does not interfere with the other (Figure 3A). The p-S466 antibody recognized both singly phosphorylated p-S466 and dually phosphorylated p-S466 S467 peptides, while the p-S467 antibody specifically detected singly phosphorylated p-S467 peptide. The p-S466 S467 antibody recognized both dually phosphorylated p-S466 and p-S467 and singly phosphorylated p-S467 peptides with similar efficacy but cross-reacted to a lesser extent with singly phosphorylated p-S466 peptide. The p-S469 antibody specifically detected the p-S469 peptide, although with lower sensitivity compared to other phospho-specific antibodies tested (Figure 3A).

**Figure 3.**
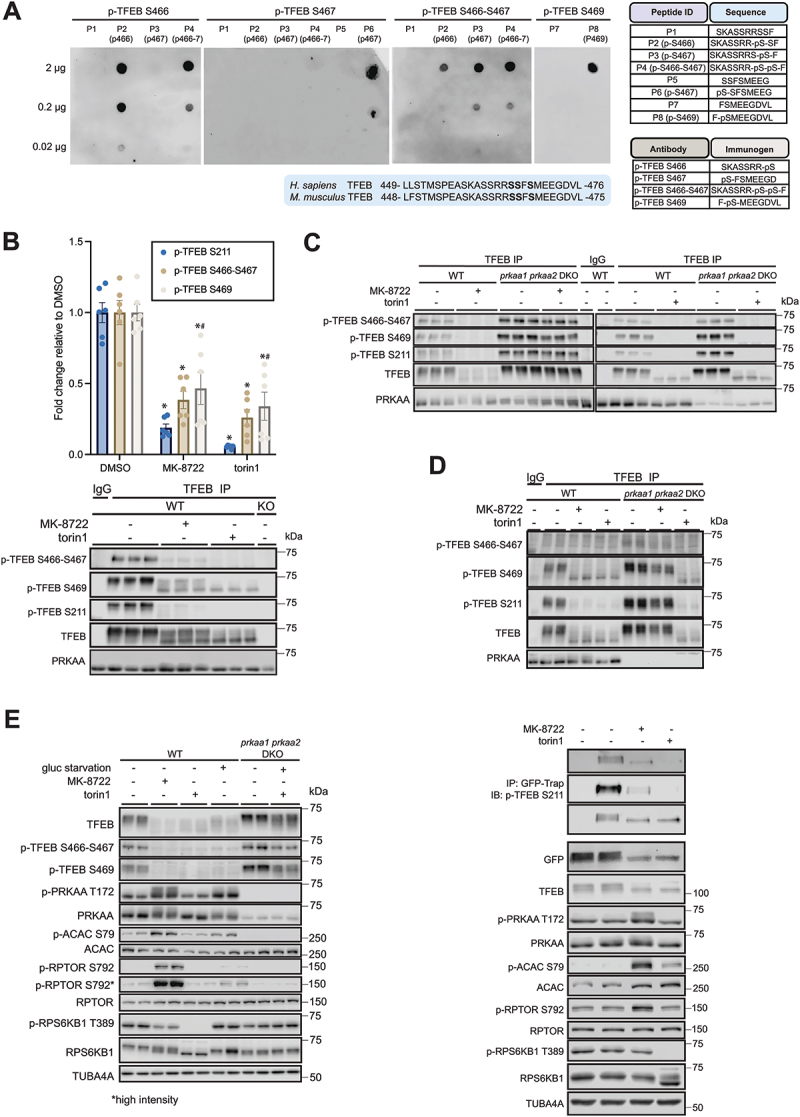
AMPK activation induces dephosphorylation of C-terminal phospho-sites of TFEB. (A) amino acid sequence alignment of human and mouse TFEB proteins encompassing C-terminal serine residues. Amino acid sequence of immunogen used for generation of phospho-specific antibodies. Sequence of peptides used for dot blot analysis. The lowercase letter “p” preceding a single-letter amino acid abbreviation signifies that the amino acid is phosphorylated. Images of dot blot assay for the p-TFEB-S466, -S467, -S466 S467 (dual) and -S469 antibodies. (B and C) WT MEFs alone (B) or both WT and *prkaa1 prkaa2* DKO MEFs (C) were treated with vehicle (0.1% DMSO), 10 μM MK-8722 or 100 nM torin1 for 1 h. Lysates from *tfeb tfe3* DKO (KO) MEFs were used as negative control for detection of total and phospho-TFEB (B). TFEB was immunoprecipitated (IP) from protein lysates and the immunoprecipitants were blotted with the indicated antibodies. IgG was used as negative control. Shown are representative immunoblot images and quantification of signals from *n* = 2 separate experiments containing *n* = 3 replicates per condition shown as mean ± SEM. A two-way ANOVA test using Tukey test to correct for multiple comparisons was conducted, with *p < 0.01 (DMSO *vs*. treatments) and ^#^*p* < 0.05 (S211*vs*. S469). (D) WT and *prkaa1 prkaa2* DKO HEK293 cells were treated with vehicle (0.1% DMSO), 10 μM MK-8722 or 100 nM torin1 for 1 h. TFEB was immunoprecipitated from protein lysates and the immunoprecipitants were blotted with the indicated antibodies. IgG was used as negative control. Representative immunoblot images from two independent experiments are shown. (E) WT and *prkaa1 prkaa2* DKO MEFs were glucose-deprived (in glucose-free medium) for 1 h. Treatment with vehicle (0.1% DMSO), 10 μM MK-8722 or 100 nM torin1 for 1 h was used as control. Representative immunoblot images from three independent experiments are shown. *n* = 2 per treatment condition. (F) TFEB-GFP was immunoprecipitated using GFP-Trap from lysates of TFEB-GFP knock-in (KI) MEFs treated for 1 h with vehicle (0.1% DMSO), 10 μM MK-8722 or 100 nM torin1. Immunoblot analysis was performed using the indicated antibodies. Representative immunoblot images from three independent experiments are shown.

We assessed the phosphorylation of C-terminal serine residues of TFEB in response to MK-8722 (10 µM) or torin1 (100 nM) for 1 h in MEFs. TFEB dephosphorylation, AMPK activation and MTOR inhibition in response to the treatment were confirmed in lysates by immunoblotting (Fig. S3A and B). We immunoprecipitated TFEB using a total TFEB antibody (or IgG as negative control) and blotted with the p-TFEB antibodies. *tfeb tfe3* DKO MEF lysates were used as additional negative controls. Consistent with our earlier findings (Figure 1B), both MK-8722 and torin1 caused robust dephosphorylation of TFEB S211 (Figure 3B,C). In sharp contrast to the previous study [19], we observed that AMPK activation by MK-8722 and MTOR inhibition by torin1, resulted in a robust dephosphorylation (40–60%) of TFEB C-terminal serine residues (Figure 3B). We confirmed that MK-8722-mediated, but not torin1-mediated, dephosphorylation of TFEB C-terminal serine residues is AMPK dependent (Figure 3C) similar to the regulation of other known MTORC1 sites assessed earlier (Figure 1B) or in previous studies [17,18]. These findings were further replicated in HEK293 cells (Figure 3D). In addition to pharmacological activation, we stimulated AMPK through glucose starvation, a more physiologically relevant condition. As expected, glucose starvation caused a comparable increase in AMPK and ACAC/ACC1 phosphorylation in WT MEFs to that observed with MK-8722 treatment, but to a much lesser extent in RPTOR phosphorylation (Figure 3E). Glucose starvation also promoted dephosphorylation of TFEB C-terminal serine residues in WT, an effect that was largely diminished in *prkaa1 prkaa2* DKO MEFs (Figure 3E).

To complement the antibody-based approach, we performed mass spectrometry-based analysis of TFEB C-terminal serine phosphorylation. We generated C-terminally GFP-tagged TFEB knock-in (TFEB-GFP KI) MEFs, treated them with vehicle, MK-8722, or torin1 for 1 h, and immunoprecipitated TFEB-GFP protein using GFP-trap beads (Figure 3F, S3C and D). The immunoprecipitants were subjected to quantitative mass spectrometry analysis (Fig. S3E-H). We found that S467, relative to total TFEB, was consistently dephosphorylated by ~50% in response to both MK-8722 and torin1 (Fig. S3H). This observation was further confirmed by immunoblotting TFEB-GFP immunoprecipitants following GFP-trap affinity isolation (Figure 3F). Collectively, these results demonstrate that pharmacological activation of AMPK or inhibition of MTOR in cells results in a robust dephosphorylation of TFEB not only at the well-characterized MTORC1-dependent N-terminal serine sites (S122, S142, S211), but also MTORC1-independent C-terminal serine sites.

Although a previous study reported that recombinant AMPK could phosphorylate the C-terminal serine residues of TFEB in a cell-free assay, this may represent an in vitro artifact. To quantitatively assess phosphorylation of the C-terminal serine residues in TFEB that serve as AMPK substrates, relative to benchmarked/optimized peptide substrates (such as SAMS peptide, derived from the 13-residue sequence surrounding Ser79 of ACAC/ACC1, with a serine-to-alanine substitution of at position 5) [36,37], we designed synthetic peptides encompassing the C-terminal serine residues of TFEB. In addition, derivative peptides containing single or dual serine to alanine substitution were generated. To facilitate peptide binding to phosphocellulose paper, three arginine residues were appended to the C-terminus (Fig. S3I). In the absence of MK-8722, robust activity was observed toward AMARA and SAMS peptides (Fig. S3I), while only negligible activity was detected against TFEB C-terminal peptides, whether WT or serine-to-alanine-substituted. Even though MK-8722 modestly enhanced activity against TFEB C-terminal peptides, it was ~10–30 fold less compared to that against SAMS and AMARA peptides (Fig. S3I). Taken together, these results suggest that the C-terminal peptide of TFEB containing three serine residues (S466, S467 and S469) is a poor substrate of AMPK, which is consistent with previous studies and bioinformatics motif prediction that all three of C-terminal serine residues of TFEB and TFE3 poorly match the AMPK substrate consensus motif [21,22].

It remains unknown whether phosphorylation of C-terminal serine sites in TFEB is directly or indirectly regulated by MTORC1 [38] or other kinases. Although AKT was shown to phosphorylate S467 on TFEB in a cell-free assay [39], this has not been validated in cellular or tissue contexts, for example using an antibody- or mass spectrometry-based approaches. We stimulated WT MEFs with IGF1, which stimulates AKT and MTOR, in the presence or absence of MK-8722 and assessed TFEB phosphorylation. IGF1 treatment alone resulted in a modest increase (40–50%) in TFEB phosphorylation on S142 (an MTORC1 site), but not S466 S467, whereas neither IGF1 alone nor IGF1 in combination with MK-8722 altered the phosphorylation of S142 and S466 S467 (Fig. S3J). This suggests that either the AKT-MTOR signaling axis is not required or its activation alone is insufficient to promote phosphorylation of the S466 and S467 sites.

Recently, either activated AMPK via the allosteric activator 991 (an analog of MK-8722) or electron transport chain inhibitors, was shown to phosphorylate FNIP1, resulting in inhibition of FLCN-FNIP1 GAP activity [17]. This inhibition promotes accumulation of RRAGC in its GTP-bound form, leading to dissociation of RRAGC, MTORC1, and TFEB from the lysosome, and consequently reducing TFEB phosphorylation (as evidenced by gel mobility shift) and enhancing nuclear translocation. To further explore this mechanism, we assessed TFEB phosphorylation at multiple sites using phospho-specific antibodies following transient expression of FLAG-tagged WT, a GTP-locked mutant RRAGC^Q120L^, or a GDP-locked mutant RRAGC^S75N^ in HEK293 cells treated with vehicle or MK-8722. The GDP-locked RRAGC mutant consistently showed lower expression levels than WT or GTP-locked RRAGC mutant (Fig. S3K). Consistent with previous findings [17], the GDP-locked RRAGC expression markedly increased phosphorylation of TFEB at S122, and this phosphorylation was resistant to MK-8722-induced dephosphorylation compared to WT or GTP-locked RRAGC (Fig. S3K). A similar pattern was observed at the C-terminal serine phosphorylation site (S469) (Fig. S3K and L). In line with these findings and with previous studies [4,17,40], torin1 significantly increased TFEB – lysosome association, whereas AMPK activation by MK-8722, either alone or in combination with torin1, substantially reduced this association (Fig. S3M).

Responsible kinase(s) and phosphatase(s) that regulate reversible phosphorylation of TFEB C-terminal serine sites (S466, S467, S469) remain unknown. In addition to AKT and MTOR [38,39], protein kinase C (PKC) [41] has been also proposed to phosphorylate S466, S467, 469 in cell-free assays, and using a motif-based profile scanning approach (SCANSITE 4.0: https://scansite4.mit.edu/) protein kinase A (PKA) and aurora kinase are predicated as potential kinases phosphorylating S467. PPP3/calcineurin and PPP2/PP2A have been shown to be phosphatases for TFEB (e.g., MTORC1 sites) [42,43] and it would be interesting to determine if they dephosphorylate C-terminal sites under basal and also AMPK activator- or torin1-treated conditions in cells.

### Effect of alanine mutation of serine residue(s) in the C-terminal serine-rich motif on phosphorylation of other neighboring serine site(s)

Finally, we examined if loss or reduced phosphorylation at specific sites within the C-terminal serine-rich motif of TFEB influences phosphorylation of neighboring serine residues. To this end FLAG-TFEB WT and mutants (substitution of serine to alanine or threonine) were ectopically expressed in HEK293 cells, and cell lysates were analyzed by immunoblotting with antibodies against phosphorylated TFEB C-terminal serine residues (Fig. S3N). Consistent with the dot blot analysis (Figure 3A), we observed detection of p-S466 S467 signal in WT but not in cells expressing single S466A, S467A, double S466A S467A or S466T S467T mutant. We further observed that S467A, but not S466A, showed a profound downward band shift. Notably, S469A, but not S469T, markedly increased p-S466 S467 signal. Single S466A, S467A and double S466A S467A reduced detection of p-S469 signal. Since both S466 and S467 residues are not included in the immunogen peptide (Figure 3A), their alanine mutation should not have affected recognition by the p-S469 antibody. These results further validated the specificity of the p-TFEB antibodies and suggested a potential hierarchical phosphorylation mechanism. However, the interpretation of mutagenesis experiments should be approached with caution, as artificial mutations can introduce structural alterations. To date, no high-resolution crystal or cryo-EM structures have resolved the C-terminal serine cluster of TFEB, which is classified as an intrinsically disordered region [44]. Previous work has shown that introducing a triple TFEB S466A S467A S469A mutant into WT cells blocks MTORC1-regulated TFEB activity [19]. However, it remains unclear if this effect reflects the loss of phosphorylation itself or an artefactual conformational change induced by the alanine substitutions.

In conclusion, we demonstrate that AMPK activation and MTORC1 inhibition leads to dephosphorylation of conserved C-terminal serine sites in TFEB, while AMPK is dispensable for torin1-sensitive transcriptional TFEB activation. Future investigations are warranted to understand mechanisms underlying the reversible phosphorylation of the C-terminal serine sites and their functional significance.

## Materials and methods

### Cell lines, culture and treatment

WT and *prkaa1 prkaa2* DKO MEFs [30,45] were provided by Benoit Viollet (Institut Cochin INSERM U1016). WT and *tfeb tfe3* DKO MEFs [46] were provided by Rosa Puertollano (National Institutes of Health). HEK293 cells were purchased from Invitrogen (R75007). *Prkaa1 prkaa2* DKO HEK293 cells were provided by D. Grahame Hardie (University of Dundee). TFEB-GFP KI mice were generated by Taconic Biosciences through a constitutive KI of EGFP in the murine *Tfeb* gene via Easi-CRISPR-Cas9-mediated gene editing. The sequence for the open reading frame of EGFP was inserted between the last amino acid and the translation termination codon in exon 8. Spontaneously immortalized MEFs were generated by Core Facility for Transgenic Mice (Department of Experimental Medicine, University of Copenhagen) according to the previously published protocol [47]. Cells were cultured in DMEM (Dulbecco’s Modified Eagle Medium [Invitrogen, 31,966]) supplemented with 10% (v:v) fetal bovine serum (Sigma, F7524) and 1% (v:v) penicillin-streptomycin (Substrate and Sterile Center, University of Copenhagen) in a 37°C incubator with 5% CO_2_. For glucose-starvation experiments, cells were cultured in DMEM without glucose (Invitrogen, A14430) supplemented with 10% (v:v) fetal bovine serum (Sigma, F7524) and pyruvate, glutamine, 1% (v:v) penicillin-streptomycin (all from Substrate and Sterile Center, University of Copenhagen). All cells were regularly tested and confirmed negative for the presence of mycoplasma throughout the experimental period. The following reagents were used for cell treatment: DMSO (Sigma, D4540), MK-8722 (Glixx Laboratories Inc, GLXC-11445 and MedChemExpress, HY-111363), torin1 (Selleck Chemicals, S2827), BAY-3827 (MedChemExpress, HY-112083), BAY-974 (provided by Structural Genomics Consortium Frankfurt, Germany) and IGF1 (Thermo Fisher, PHG0071).

### Transient transfection

HEK293 cells at 80% confluence were transiently transfected with the plasmids encoding FLAG-tagged *TFEB* or *RRAGC* using TransIT-X2 Dynamic Delivery System (Mirus, MIR6000). The next day after plating the cells in 6-well plates, the cells in one well were incubated with TransIT-X2:DNA complexes containing 3.5 µl TransIT-X2 reagent and 900 ng plasmid DNA in 250 µl Opti-MEM medium (Gibco, 51,985–026). The cells were left for 18 h and then medium was replaced with full growth medium (DMEM supplemented with 10% FBS and 1% penicillin-streptomycin) for another 24 h followed by cell lysis. Following the treatment with the indicated drugs or vehicle, the cells were washed with room temperature PBS (Substrate and Sterile Center, University of Copenhagen) and lysed in lysis buffer (50 mM Tris-HCl [Sigma, T1503], pH 7.5, 1 mM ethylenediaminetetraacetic acid disodium salt dihydrate [EDTA; Sigma, E5134], 1 mM ethylene glycol-bis(2-aminoethylether)- *N,N,N′,N′*-tetraacetic acid [EGTA; Sigma, E3889], 270 mM sucrose [Sigma, S7903], 1% [w:v] Triton X-100 [Sigma, X100], 20 mM glycerol-2-phosphate disodium [Sigma, G9422], 50 mM sodium fluoride [NaF; Sigma, 201,154], 5 mM sodium pyrophosphate decahydrate [Sigma, 221,368], 1 mM DL-dithiothreitol [DTT; Sigma, 43,815] containing protease and phosphatase inhibitors (500 uM phenylmethylsulfonyl fluoride [PMSF; Sigma, P7626], 1 mM benzamidine hydrochloride [Sigma, 199,001], 1 μg/ml leupeptin [Sigma, L2884], 1 μg/ml pepstatin A [Sigma, P5318], 1 μM microcystin-LR [Enzo Life Sciences, ALX-350–012], 1 mM sodium orthovanadate [Sigma, S6508]). The lysates were clarified by centrifugation at 6000 x *g* for 10 min at 4°C and total protein concentration was determined using Bradford reagent (ThermoFisher Scientific, 23,200) and BSA as standard. The lysates were snap frozen in liquid nitrogen and stored at −80°C till further analysis. The following plasmids were obtained from MRC PPU Reagents and Services (University of Dundee): pCMV5 TFEB 3xFLAG (identifier: DU67838), pCMV5 TFEB S466A 3xFLAG (identifier: DU73282), pCMV5 TFEB S467A 3xFLAG (identifier: DU73283), pCMV5 TFEB S466A S467A 3xFLAG (identifier: DU7328), pCMV5 TFEB S469A 3xFLAG (identifier: DU73878), pCMV5 TFEB S466T S467T 3xFLAG (identifier: DU80259), pCMV5 TFEB S469T 3xFLAG (identifier: DU80257). The *RRAGC* plasmids were obtained from European Plasmid Repository: pcDNA3-FLAG-hRRAGC (identifier: EPR Plasmid #5), pcDNA3-FLAG-hRRAGC S75N (low-nucleotide) (identifier: EPR Plasmid #7), pcDNA3-FLAG-hRRAGC Q120L (GTP) (identifier: EPR Plasmid #9).

### Western blotting

Proteins in the lysates were denatured at 100°C for 5 min in Laemmli sample buffer (50 mM Tris, pH 6.8, 2% sodium dodecyl sulfate [SDS; Sigma, 74,255], 0.5 mM EDTA (Sigma, E5134), 10% glycerol [Sigma, G5516], 0.01% bromophenol blue [Sigma, 114,391]) and stored at −20°C until analysis. The denatured proteins were separated by SDS-PAGE on Mini-PROTEAN Tetra Cell (Bio-Rad Laboratories, Denmark) on 7–8% handcast mini polyacrylamide gels (acrylamide [Bio-Rad, 1,610,146], *N,N,N*′,*N*′-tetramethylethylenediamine (TEMED [Sigma, T9281]), ammonium persulfate [Sigma, 248,614], sodium dodecyl sulfate (SDS [Sigma, 74,255]). The separated proteins were transferred from the polyacrylamide gel to the nitrocellulose membrane (Sigma, GE10600002) by Mini Trans-Blot Cell system (Bio-Rad Laboratories, Denmark). Membranes with proteins were blocked with 3% (w:v) skim milk (Sigma, 70,166) in Tris-buffered saline (TBS; 20 mM Tris, 136 mM NaCl) containing 0.1% (w:v) Tween 20 (Sigma, P7949) (TBST). After blocking, the membranes with proteins were incubated with primary antibodies diluted in 4% bovine serum albumin (BSA [Sigma, A7030]) in TBST containing 0.02% sodium azide (Sigma, 71,290), overnight at 4°C. After washing with TBST, horseradish peroxidase (HRP)-conjugated secondary antibodies diluted in 3% skim milk in TBST were added to the membrane and incubated for 45 min at room temperature. The membranes were washed with TBST. The protein-antibody complexes on the membranes were visualized by Odyssey XF Imager (LI-COR Biotech, LLC, Germany) after incubation of the membrane with the enhanced chemiluminescence substrate (Millipore, WBKLS0500), with an integration time of 0.5 min for most of the blots. For some proteins, a higher integration time was required, such as 2 min or 5 min.

The primary antibodies used were: ACAC/ACC (Cell Signaling Technology, 3676; 1:1,000), p-ACAC/ACC S79 (Cell Signaling Technology, 3661; 1:1,000), RPTOR/raptor (Cell Signaling Technology, 2280; 1:1,000), p-RPTOR/raptor S792 (Cell Signaling Technology, 2083; 1:1,000), PRKAA/AMPKα (Cell Signaling Technology, 2532; 1:1,000), p-PRKAA/AMPKα T172 (Cell Signaling Technology, 2535; 1:1,000), RPS6KB1/p70S6K (Cell Signaling Technology, 2708; 1:1,000), p-RPS6KB1/p70S6K T389 (Cell Signaling Technology, 9234; 1:1,000), TFEB (Bethyl Laboratories, A303-673A; 1:1,000), TFEB (Cell Signaling Technology, 4240; 1:1,000), p-TFEB S122 (Cell Signaling Technology, 86,843; 1:1,000), p-TFEB S211 (Cell Signaling Technology, 37,681; 1:1,000), p-TFEB S142 (Millipore, ABE1971; 1:1,000), TFE3 (Cell Signaling Technology, 14,779 and 81,744; 1:1,000), p-ULK1 S555 (Cell Signaling Technology, 5869; 1:1,000), p-ULK1 S757 (Cell Signaling Technology, 14,202; 1:1,000), ULK1 (Cell Signaling Technology, 8054; 1:1,000), AKT (Cell Signaling Technology, 4691; 1:1,000), p-AKT S473 (Cell Signaling Technology, 4060; 1:1,000), TUBA4A/tubulin (Sigma, T6074; 1:5,000), VCL/vinculin (Cell Signaling Technology, 13901T; 1:1000), GFP (Chromotek, 3H9, 1:1000), FLAG (Sigma, F1804; 1:1000). Affinity-purified p-TFEB S466 (immunogen sequence: SKASSRR-*p*S, where *p* denoted phosphorylated residue), p-TFEB S467 (immunogen sequence: *p*S-FSMEEGD), p-TFEB S466 S467 (immunogen sequence SKASSRR-*p*S-*p*S-F), p-TFEB S469 (immunogen sequence: F-*p*S-MEEGDVL) and p-TFE3 S321 (immunogen sequence: KAITVSN-*p*S-CPAELPN) were generated by Yenzym Antibodies, LLC and used at 1 µg/ml dilution. The secondary antibodies used were: HRP-conjugated anti-rabbit (Jackson ImmunoResearch Europe Ltd, 111–035-144; 1:10,000), HRP-conjugated anti-rat (Jackson ImmunoResearch Europe Ltd, 112–035-143; 1:10,000), HRP-conjugated anti-mouse (Bio-Rad, 1,706,516; 1:10,000).

### Dot blot

The phospho- and non-phospho-peptides encompassing the clustered C-terminal serine residues of TFEB/TFE3 were synthesized by GL Biochem (Shanghai) Ltd and had the following sequences: P1 (SKASSRSSF), P2 (SKASSR-*p*S-SF, where *p* denoted phosphorylated residue), P3 (sequence SKASSRS-*p*S-F), P4 (SKASSR-*p*S-*p*S-F), P5 (SSFSMEEG), P6 (*p*S-SFSMEEG), P7 (FSMEEGDVL), P8 (F-*p*SMEEGDVL). Increasing doses of peptides were spotted onto a nitrocellulose membrane and allowed to air-dry for 30 min. The membranes were further blocked with 3% skim milk in TBST and the rest of the steps followed the protocol mentioned above in Western blotting.

### Immunoprecipitation

Protein lysates (0.5–1 mg) were incubated with 20 µl 50% slurry Protein G Sepharose (Cytiva, 17,061,802) coupled with the relevant antibodies on a VXR basic Vibrax orbital shaker (IKA, Denmark) for 16 h at 4°C. At the end of the incubation time, Sepharose beads containing the immunoprecipitated protein were washed three times with lysis buffer supplemented with 500 mM NaCl (Sigma, S9888). The proteins captured on the beads were eluted from the beads by adding Laemmli buffer for 10 min at 65°C with vibration (1000 rpm). The eluents were subjected to SDS-PAGE as described above. The antibodies used for immunoprecipitation were: TFEB (Proteintech, 13,372–1-AP; 2 µg antibody for 0.5 mg lysate collected from MEFs), TFEB (Abcam, ab267351; 1 µg antibody for 1 mg lysate collected from HEK293 cells) and negative control IgG from the same species (Cell Signaling Technology, 2729). For detection of protein-antibody complex, a light-chain specific secondary antibody (Jackson ImmunoResearch Europe Ltd, 211–032-171; 1:10,000) was used to avoid the potential interference with the heavy chain of the antibody.

### In vitro AMPK activity assay

AMPK activity assay was performed as previously described [48]. Recombinant human PRKAA1-PRKAB1-PRKAG1 trimeric complex (SignalChem Biotech, P47-110GH) was diluted in enzyme dilution buffer (50 mM Tris, pH 7.4, 0.1 mM EGTA, 1 mg/ml BSA, 1 mM DTT). The kinase reaction was performed in buffer A (50 mM HEPES, pH 7.4, 0.1 mM EGTA, 10 mM MgCl_2_, 150 mM NaCl, 1 mM DTT) containing 100 μM ATP (Sigma, A2383), 200 μM peptide and [γ-^33^P]ATP (Hartmann Analytic, SCF-301–12) at 30°C for 10 min. The enzyme reaction was stopped by spotting 75% of the reaction mixture onto cation-exchange phosphocellulose paper (obtained from SVI Phosphocellulose (https://www.svi.edu.au/resources/phosphocellulose_paper/)) and the phosphocellulose paper was washed in 75 mM phosphoric acid (Sigma, W290017), and then in acetone (Sigma, 179,124). After washing, the radioactivity of the ^33^P incorporated into the substrate peptides was detected by Cerenkov counting in a Hidex 600SLe scintillation counter (Hidex Oy, Finland) for 5 min. The substrate peptides used were: AMARA (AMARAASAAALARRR, MRC PPU Reagents and Services) and SAMS (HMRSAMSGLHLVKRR, MRC PPU Reagents and Services). Peptides based on the C-terminal sequence of TFEB, TFEB C-terminal WT (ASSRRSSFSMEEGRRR), S466A (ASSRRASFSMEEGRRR), S467A (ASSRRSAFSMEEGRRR), S466A-S467A (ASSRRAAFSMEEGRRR) and S469A (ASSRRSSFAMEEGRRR) were obtained from GL Biochem (Shanghai) Ltd.

### RNA sequencing and bioinformatic analysis

Total RNA was isolated using QIAwave RNeasy kit (QIAGEN, 74,536) with on-column DNAse treatment using Qiagen RNase-Free DNase set (QIAGEN, 79,256) following manufacturer’s protocol. Messenger RNA sequencing was performed by the Single-Cell Omics platform at the Novo Nordisk Foundation Center for Basic Metabolic Research. Libraries were prepared using the Universal Plus mRNA-seq protocol (Tecan Life Sciences, 0520) as recommended by the manufacturer. Libraries were quantified with Qubit fluorometer (ThermoFisher Scientific, Waltham, USA), quality checked using a TapeStation instrument (Agilent Technologies, Waldbronn, Germany) and subjected to 52-bp paired-end sequencing on a NovaSeq 6000 (Illumina, San Diego, USA).

Data were processed using nf-core/rnaseq v3.11.2 of the nf-core collection of workflows [49]. The pipeline was executed with Nextflow v23.04.1 [50] with the reference genome set as *Mus musculus* mm10 GRCm38 release 102.Workflow parameters included STAR aligner and unique molecular identifiers (UMI) were considered using “–with_umi – skip_umi_extract – umitools_umi_separator ‘’”: parameters. Differential expression analysis was carried out in RStudio version 4.2.0 using the package edgeR [51] and a batch-effect removal was performed using the package limma [52]. Venn diagrams were produced using the R package ggvenn (https://github.com/yanlinlin82/ggvenn), with significant upregulated or downregulated genes described as abs(FC ≥ 1.2) and FDR < 0.05. Heatmap figures of gene expression in log2 counts per million (logCPM) were produced with the R package pheatmap [53]. Gene ontology analysis was conducted using clusterProfiler [54] showing biological process (BP) ontology and a p-adjust method set to “BH” (Benjamini & Hochberg), with significant genes described as abs(FC ≥ 1.2) and FDR < 0.05. Gene set enrichment analysis (GSEA) was performed using gseaplot R package [55].

### qPCR

At indicated time points, cells were washed once with PBS (Substrate and Sterile Center, University of Copenhagen) and lysed with Buffer RLT (QIAGEN, 79,216) supplemented with 2-mercaptoethanol (Sigma, M6250; 1:100 dilution). RNA was isolated, and on-column DNase treated with RNAse-Free DNase (QIAGEN, 79,256), using RNEasy mini kit (QIAGEN, 74,106) or QiaWave (QIAGEN, 74,536) according to the manufacturer’s instructions. RNA concentration and quality was analyzed by a NanoDrop One Spectrophotometer (ThermoFisher Scientific, Wilmington, USA). 2 μg RNA was reverse transcribed using Superscript III cDNA synthesis kit (Invitrogen, 18,080), dNTPs (Invitrogen, 10,297–018), RNaseOUT (Invitrogen, 10,777,019), random primers (Roche, 11,034,731,001) and nuclease-free water (Ambion, AM9937) in a 20-μl reaction as per the manufacturer’s instructions. cDNA was diluted 20x and 2 μl was used for qPCR reactions (10 μl total) using indicated primers (Table S1) and PrecisionPLUS qPCR Master Mix with SYBRgreen (Primer Design, Z_PPLUS-SY-20 ml) on a LightCycler480 (Roche Diagnostics A/S, Denmark). For each experiment, cDNA was diluted to generate a standard curve to analyze primer efficiency. The delta delta Ct method was used to calculate gene expression and data was normalized to mean of *Hprt* and *Tbp*.

### DQ-BSA assay

The cells were seeded on 12-well plates and the following day were loaded with 10 μg/ml DQ Red BSA (Invitrogen, D12051) in complete medium for 2 h at 37°C. At the end of the loading period, medium with DQ Red BSA was removed, and the cells were washed once with PBS and then treated with MK-8722 or with torin1 for 3 h. Cells were washed with PBS once and detached with trypsin (Gibco, 25,300–054). Trypsinized cells were spun down at 500 x *g* for 5 min and cell pellets were resuspended for 20 min in 2% (v:v) formaldehyde (Sigma, 252,549) solution in PBS for fixation at room temperature. Subsequently, cells were washed with PBS, spun down at 600 x *g* for 5 min and the resultant cell pellets were resuspended in PBS for analysis. Analytical flow cytometry was performed on CytoFLEX S cytometer (Beckman Coulter ApS, Denmark). Cell debris was gated out from total cells, and single cell gate was placed to analyze mean fluorescence intensity of the DQ-BSA dye by excitation with the yellow/green laser (561 nm) and detection in the channel with a band pass filter 610/20 nm. Data analysis was performed using FlowJo software (Tree Star).

### Immunoprecipitation followed by mass spectrometry

TFEB-GFP KI MEF cells were first lysed in NP-40 lysis buffer (50 mM HEPES, pH 7.4, 150 mM NaCl, 1 mM EDTA, 10% glycerol, 1% NP-40 [Thermo Fisher Scientific, 85,125], 1 mM DTT, 1 mM PMSF [Sigma, 93,482], 1.15 mM sodium molybdate [Sigma, 243,655], 4 mM sodium tartrate [Sigma, 71,995], 10 mM β-glycerophosphate [Sigma, G9422], 1 mM sodium fluoride, 1 mM sodium orthovanadate [Sigma, 567,540] and 1x cOmplete^TM^ EDTA-free protease inhibitor cocktail [Roche, 11,873,580,001]). Clarified lysates (60 mg protein) were incubated with GFP-Trap Agarose beads (30 μl packed beads; ChromoTek, gta) for 4 h on a rotating wheel at 4°C. Following incubation, beads were washed 3x with standard lysis buffer. Bead-bound proteins were denatured and eluted in 2x LDS for 5 min at 95°C. Samples were then filtered through Spin-X columns (Costar, 8161) to remove the beads from the eluate. The filtered eluate was loaded onto a 4–12% Bis-Tris gradient gel (Invitrogen, NW04120BOX) and proteins were separated by SDS-PAGE. Gels were stained with InstantBlue (Abcam, ab119211) and subsequently de-stained in deionized water. A small portion of the eluate was retained for analysis and validation by western blotting. To minimize potential protein contaminants, all steps from this point were performed under a laminar flow hood. Disposable scalpels were used to cut protein bands of interest from the InstantBlue-stained gels into 1–2 cm cubes, which were subsequently transferred into LoBind 1.5 ml microcentrifuge tubes (Eppendorf, 0030108116). Gel pieces were washed once in HPLC grade water, and then shrunk in anhydrous acetonitrile (ACN) for 5 min with gentle shaking. The ACN was aspirated, and gel pieces were re-swollen with 50 mM Tris-HCl, pH 8.0 for 5 min with shaking. The shrinking-swelling process was repeated once more, and the proteins within the gel pieces were reduced with 5 mM DTT in 50 mM Tris-HCl, pH 8.0 for 20 min at 65°C. Next, the proteins within the gel pieces were alkylated with 20 mM IAA (iodoacetamide) in 50 mM Tris-HCl, pH 8.0 for 20 min at room temperature in the dark. Gel pieces were then shrunk again in ACN for 5 min, dried and re-swollen in 50 μl of 50 mM TEAB (triethylammonium bicarbonate; Sigma, T7408), pH 8.0 buffer containing 5 mg/ml trypsin (Promega, V5111). After removing excess trypsin, gel pieces were covered in 50 mM TEAB and samples incubated in a shaker overnight at 37°C for tryptic digestion. An equivalent volume of ACN was added to the digest for 15 min with shaking and the supernatant was collected into a fresh LoBind 1.5 ml microcentrifuge tube. Gel pieces were then re-swollen with 0.1% (v:v) trifluoroacetic acid (TFA) for 5 min with shaking, and peptides were extracted twice with ACN for 5 min each with shaking. After each extraction, the supernatant was collected and combined with the previous supernatants. The supernatants were then dried by vacuum centrifugation using a SpeedVac.

### Mass spectrometry analysis

The total run time was set to 70 min. The mass spectrometer was operated in a data-dependent acquisition mode. A survey full scan MS (from m/z 350 to 1200) was acquired in the Orbitrap at a resolution of 60,000 (at 200 m/z). The automatic gain control (AGC) target for MS1 was set as 1.2 × 106, and ion filling time was set as 50 ms. The most abundant ions with charge state ≥2 were isolated in a 3-s cycle, fragmented by using high-energy collision dissociation fragmentation with 30% normalized collision energy, and detected at a mass resolution of 15,000 at 200 m/z. The AGC target for MS/MS was set as standard and ion filling time was set at custom, whereas dynamic exclusion was set to 30 s with a 10-ppm (parts per million) mass window. These DDA data were searched using MaxQuant software. Protein sequence from UniProt was used as a FASTA sequence to search the data. Trypsin was set as proteases with a maximum of two missed cleavages were allowed. Oxidation of Met, deamidation of Asn and Gln and phosphorylation of Ser, Thr and Tyr were set as a variable modification and carbamidomethylation of Cys was set as a fixed modification. The default instrument parameters for MS1 and MS2 tolerance were used, and the data was filtered for 1% PSM, peptide and Protein level FDR.

### Immunofluorescence

HEK293 cells were seeded on coverslips 24 h prior to treatment with DMSO, torin1 (250 nM), MK-8722 (10 µM), or a combination of torin1 and MK-8722 for 3 h. Cells were fixed with 3.7% paraformaldehyde, permeabilized with 0.3% Triton X-100, and blocked with 1% BSA. Immunostaining was performed using anti-LAMTOR1 (Cell Signaling Technology, 8975) and anti-TFEB (Cell Signaling Technology, 91767) primary antibodies at 4°C overnight, followed by fluorescent secondary antibodies for 1 h at room temperature. Nuclei were counterstained with Hoechst, and samples were mounted using ProLong Glass Antifade. Images were acquired using a Zeiss LSM880 confocal microscope with a 63× objective and analyzed using CellProfiler [56] to quantify TFEB translocation to LAMTOR1 positive structures and nuclear TFEB intensity.

### Statistical analysis

All experiments were independently performed at least 2–3 times with duplicates or triplicates for each experimental condition. The results are showed as mean ± SEM (standard error of the mean). Statistical significance was evaluated by a one-way or two-way ANOVA as indicated in the figure legends. Statistical significance was accepted at */#*p* < 0.05.To correct for multiple comparisons, Šídák’s test or Tukey’s test was performed as indicated in the figure legends. All statistical testing was performed in GraphPad Prism version 10.1.0.

## Supplementary Material

Edited_Supplementary_Figures_final_version_final.docx

## Data Availability

All RNA sequencing data pertaining to this project has been deposited in the Gene Expression Omnibus (GEO) repository and is available under accession number GSE270826 as part of a SuperSeries, where data from WT and *tfeb tfe3* DKO MEF cells is denoted as X1 (GSE270824) and WT and *prkaa1 prkaa2* DKO MEF cell data as X2 (GSE270825). https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE270826. The raw mass spectrometry data related to this project has been deposited to the ProteomeXchange Consortium via the PRIDE partner repository under the accession code PXD055410.

## References

[1] Puertollano R, Ferguson SM, Brugarolas J, et al. The complex relationship between TFEB transcription factor phosphorylation and subcellular localization. Embo J. 2018;37(11). doi: 10.15252/embj.201798804PMC598313829764979

[2] Sardiello M, Palmieri M, di Ronza A, et al. A gene network regulating lysosomal biogenesis and function. Science. 2009;325(5939):473–477. doi: 10.1126/science.117444719556463

[3] Palmieri M, Impey S, Kang H, et al. Characterization of the CLEAR network reveals an integrated control of cellular clearance pathways. Hum Mol Genet. 2011;20(19):3852–3866. doi: 10.1093/hmg/ddr30621752829

[4] Settembre C, Zoncu R, Medina DL, et al. A lysosome-to-nucleus signalling mechanism senses and regulates the lysosome via mTOR and TFEB. Embo J. 2012;31(5):1095–1108. doi: 10.1038/emboj.2012.3222343943 PMC3298007

[5] Takla M, Keshri S, Rubinsztein DC. The post-translational regulation of transcription factor EB (TFEB) in health and disease. EMBO Rep. 2023;24(11):e57574. doi: 10.15252/embr.20235757437728021 PMC10626434

[6] Martina JA, Chen Y, Gucek M, et al. Mtorc1 functions as a transcriptional regulator of autophagy by preventing nuclear transport of TFEB. Autophagy. 2012;8(6):903–914. doi: 10.4161/auto.1965322576015 PMC3427256

[7] Roczniak-Ferguson A, Petit CS, Froehlich F, et al. The transcription factor TFEB links MTORC1 signaling to transcriptional control of lysosome homeostasis. Sci Signal. 2012;5(228):ra42. doi: 10.1126/scisignal.200279022692423 PMC3437338

[8] Vega-Rubin-de-Celis S, Pena-Llopis S, Konda M, et al. Multistep regulation of TFEB by MTORC1. Autophagy. 2017;13(3):464–472. doi: 10.1080/15548627.2016.127151428055300 PMC5361595

[9] Napolitano G, Esposito A, Choi H, et al. mTOR-dependent phosphorylation controls TFEB nuclear export. Nat Commun. 2018;9(1):3312. doi: 10.1038/s41467-018-05862-630120233 PMC6098152

[10] Sancak Y, Bar-Peled L, Zoncu R, et al. Ragulator-Rag complex targets mTORC1 to the lysosomal surface and is necessary for its activation by amino acids. Cell. 2010;141(2):290–303. doi: 10.1016/j.cell.2010.02.02420381137 PMC3024592

[11] Sancak Y, Peterson TR, Shaul YD, et al. The Rag GTPases bind raptor and mediate amino acid signaling to mTORC1. Science. 2008;320(5882):1496–1501. doi: 10.1126/science.115753518497260 PMC2475333

[12] Napolitano G, Di Malta C, Esposito A, et al. A substrate-specific mTORC1 pathway underlies Birt-Hogg-Dube syndrome. Nature. 2020;585(7826):597–602. doi: 10.1038/s41586-020-2444-032612235 PMC7610377

[13] Tsun ZY, Bar-Peled L, Chantranupong L, et al. The folliculin tumor suppressor is a GAP for the RRAGC/D GTPases that signal amino acid levels to MTORC1. Mol Cell. 2013;52(4):495–505.24095279 10.1016/j.molcel.2013.09.016PMC3867817

[14] Shen K, Rogala KB, Chou HT, et al. Cryo-em structure of the human FLCN-FNIP2-Rag-Ragulator complex. Cell. 2019;179(6):1319–1329 e8. doi: 10.1016/j.cell.2019.10.03631704029 PMC7008705

[15] Lawrence RE, Fromm SA, Fu Y, et al. Structural mechanism of a Rag GTPase activation checkpoint by the lysosomal folliculin complex. Science. 2019;366(6468):971–977. doi: 10.1126/science.aax036431672913 PMC6945816

[16] Li K, Wada S, Gosis BS, et al. Folliculin promotes substrate-selective MTORC1 activity by activating RRAGC to recruit TFE3. PLOS Biol. 2022;20(3):e3001594. doi: 10.1371/journal.pbio.300159435358174 PMC9004751

[17] Malik N, Ferreira BI, Hollstein PE, et al. Induction of lysosomal and mitochondrial biogenesis by AMPK phosphorylation of FNIP1. Science. 2023;380(6642):eabj5559. doi: 10.1126/science.abj555937079666 PMC10794112

[18] Collodet C, Foretz M, Deak M, et al. Ampk promotes induction of the tumor suppressor Flcn through activation of Tfeb independently of mTOR. Faseb J. 2019;33(11):12374–12391. doi: 10.1096/fj.201900841R31404503 PMC6902666

[19] Paquette M, El-Houjeiri L, Cz L, et al. Ampk-dependent phosphorylation is required for transcriptional activation of TFEB and TFE3. Autophagy. 2021;17(12):3957–3975. doi: 10.1080/15548627.2021.189874833734022 PMC8726606

[20] Young NP, Kamireddy A, Van Nostrand JL. Ampk governs lineage specification through TFEB-dependent regulation of lysosomes. Genes Dev. 2016;30(5):535–552. doi: 10.1101/gad.274142.11526944679 PMC4782048

[21] Gwinn DM, Shackelford DB, Egan DF, et al. AMPK phosphorylation of raptor mediates a metabolic checkpoint. Mol Cell. 2008;30(2):214–226. doi: 10.1016/j.molcel.2008.03.00318439900 PMC2674027

[22] Hardie DG, Schaffer BE, Brunet A. Ampk: an energy-sensing pathway with multiple inputs and outputs. Trends Cell Biol. 2016;26(3):190–201. doi: 10.1016/j.tcb.2015.10.01326616193 PMC5881568

[23] Guigas B, Sakamoto K, Taleux N, et al. Beyond AICA riboside: in search of new specific AMP-activated protein kinase activators. IUBMB Life. 2009;61(1):18–26. doi: 10.1002/iub.13518798311 PMC2845387

[24] Hunter RW, Hughey CC, Lantier L, et al. Metformin reduces liver glucose production by inhibition of fructose-1–6-bisphosphatase. Nat Med. 2018;24(9):1395–1406. doi: 10.1038/s41591-018-0159-730150719 PMC6207338

[25] Steinberg GR, Carling D. Amp-activated protein kinase: the current landscape for drug development. Nat Rev Drug Discov. 2019;18(7):527–551. doi: 10.1038/s41573-019-0019-230867601

[26] Xiao B, Sanders MJ, Carmena D, et al. Structural basis of AMPK regulation by small molecule activators. Nat Commun. 2013;4:3017. doi: 10.1038/ncomms401724352254 PMC3905731

[27] Langendorf CG, Kemp BE. Choreography of AMPK activation. Cell Res. 2015;25(1):5–6. doi: 10.1038/cr.2014.16325475061 PMC4650591

[28] Bultot L, Jensen TE, Lai YC, et al. Benzimidazole derivative small-molecule 991 enhances AMPK activity and glucose uptake induced by AICAR or contraction in skeletal muscle. Am J Physiol Endocrinol Metab. 2016;311(4):E706–E719. doi: 10.1152/ajpendo.00237.201627577855 PMC5241553

[29] Myers RW, Guan HP, Ehrhart J, et al. Systemic pan-AMPK activator MK-8722 improves glucose homeostasis but induces cardiac hypertrophy. Science. 2017;357(6350):507–511. doi: 10.1126/science.aah558228705990

[30] Goransson O, McBride A, Hawley SA, et al. Mechanism of action of A-769662, a valuable tool for activation of AMP-activated protein kinase. J Biol Chem. 2007;282(45):32549–32560. doi: 10.1074/jbc.M70653620017855357 PMC2156105

[31] Lemos C, Schulze VK, Baumgart SJ, et al. The potent AMPK inhibitor BAY-3827 shows strong efficacy in androgen-dependent prostate cancer models. Cellular Oncol. 2021;44(3):581–594. doi: 10.1007/s13402-020-00584-8PMC1298068433492659

[32] Fraguas Bringas C, Ahangar MS, Cuenco J, et al. Mechanism and cellular actions of the potent AMPK inhibitor BAY-3827. Sci Adv. 2025;11(34):eadx2434. doi: 10.1126/sciadv.adx243440845097 PMC12372887

[33] Hawley SA, Russell FM, Ross FA, et al. Bay-3827 and Sbi-0206965: potent AMPK inhibitors that paradoxically increase Thr172 phosphorylation. Int J Mol Sci. 2023;25(1):453. doi: 10.3390/ijms2501045338203624 PMC10778976

[34] Dite TA, Langendorf CG, Hoque A, et al. Amp-activated protein kinase selectively inhibited by the type II inhibitor SBI-0206965. J Biol Chem. 2018;293(23):8874–8885. doi: 10.1074/jbc.RA118.00354729695504 PMC5995511

[35] Ahwazi D, Neopane K, Markby GR, et al. Investigation of the specificity and mechanism of action of the ULK1/AMPK inhibitor SBI-0206965. Biochem J. 2021;478(15):2977–2997. doi: 10.1042/BCJ2021028434259310 PMC8370752

[36] Davies SP, Carling D, Hardie DG. Tissue distribution of the AMP-activated protein kinase, and lack of activation by cyclic-AMP-dependent protein kinase, studied using a specific and sensitive peptide assay. Eur J Biochem. 1989;186(1–2):123–128. doi: 10.1111/j.1432-1033.1989.tb15185.x2574667

[37] Weekes J, Ball KL, Caudwell FB, et al. Specificity determinants for the AMP-activated protein kinase and its plant homologue analysed using synthetic peptides. FEBS Lett. 1993;334(3):335–339. doi: 10.1016/0014-5793(93)80706-Z7902296

[38] Pena-Llopis S, Vega-Rubin-de-Celis S, Schwartz JC, et al. Regulation of TFEB and V-ATPases by mTORC1. Embo J. 2011;30(16):3242–3258. doi: 10.1038/emboj.2011.25721804531 PMC3160667

[39] Palmieri M, Pal R, Nelvagal HR, et al. Mtorc1-independent TFEB activation via AKT inhibition promotes cellular clearance in neurodegenerative storage diseases. Nat Commun. 2017;8:14338. doi: 10.1038/ncomms1433828165011 PMC5303831

[40] Martina JA, Puertollano R. Rag GTPases mediate amino acid-dependent recruitment of TFEB and MITF to lysosomes. J Cell Biol. 2013;200(4):475–491.23401004 10.1083/jcb.201209135PMC3575543

[41] Ferron M, Settembre C, Shimazu J, et al. A RANKL-PKCbeta-TFEB signaling cascade is necessary for lysosomal biogenesis in osteoclasts. Genes Dev. 2013;27(8):955–969.23599343 10.1101/gad.213827.113PMC3650231

[42] Medina DL, Di Paola S, Peluso I, et al. Lysosomal calcium signalling regulates autophagy through calcineurin and TFEB. Nat Cell Biol. 2015;17(3):288–299. doi: 10.1038/ncb311425720963 PMC4801004

[43] Martina JA, Puertollano R. Protein phosphatase 2A stimulates activation of TFEB and TFE3 transcription factors in response to oxidative stress. J Biol Chem. 2018;293(32):12525–12534. doi: 10.1074/jbc.RA118.00347129945972 PMC6093222

[44] Tesei G, Trolle AI, Jonsson N, et al. Conformational ensembles of the human intrinsically disordered proteome. Nature;626(8000):897–904. doi: 10.1038/s41586-023-07004-538297118

[45] Laderoute KR, Amin K, Calaoagan JM, et al. 5’-amp-activated protein kinase (AMPK) is induced by low-oxygen and glucose deprivation conditions found in solid-tumor microenvironments. Mol Cell Biol. 2006;26(14):5336–5347.16809770 10.1128/MCB.00166-06PMC1592699

[46] Martina JA, Diab HI, Brady OA, et al. Tfeb and Tfe3 are novel components of the integrated stress response. Embo J. 2016;35(5):479–495. doi: 10.15252/embj.20159342826813791 PMC4772850

[47] Xu J. Preparation, culture, and immortalization of mouse embryonic fibroblasts. Curr Protoc Mol Biol. 2005;Chapter 28:Unit 28 1. 70(1). doi: 10.1002/0471142727.mb2801s7018265366

[48] Hunter RW, Foretz M, Bultot L, et al. Mechanism of action of compound-13: an alpha1-selective small molecule activator of AMPK. Chem Biol. 2014;21(7):866–879.25036776 10.1016/j.chembiol.2014.05.014PMC4104029

[49] Ewels PA, Peltzer A, Fillinger S, et al. The nf-core framework for community-curated bioinformatics pipelines. Nat Biotechnol. 2020;38(3):276–278. doi: 10.1038/s41587-020-0439-x32055031

[50] Di Tommaso P, Chatzou M, Floden EW, et al. Nextflow enables reproducible computational workflows. Nat Biotechnol. 2017;35(4):316–319. doi: 10.1038/nbt.382028398311

[51] Robinson MD, Dj M, Gk S. EdgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139–140.19910308 10.1093/bioinformatics/btp616PMC2796818

[52] Ritchie ME, Phipson B, Wu D, et al. Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res. 2015;43(7):e47. doi: 10.1093/nar/gkv00725605792 PMC4402510

[53] Kolde R. Pheatmap: pretty heatmaps. R package version 1.0.12. 2018.

[54] Wu T, Hu E, Xu S, et al. Clusterprofiler 4.0: a universal enrichment tool for interpreting omics data. Innov (Camb). 2021;2(3):100141. doi: 10.1016/j.xinn.2021.100141PMC845466334557778

[55] Innis SE, Reinaltt K, Civelek M, et al. Gseaplot: a package for customizing gene set enrichment analysis in R. J Comput Biol. 2021;28(6):629–631. doi: 10.1089/cmb.2020.042633861629 PMC8219183

[56] Stirling DR, Swain-Bowden MJ, Lucas AM, et al. CellProfiler 4: improvements in speed, utility and usability. BMC Bioinf. 2021;22(1):433. doi: 10.1186/s12859-021-04344-9PMC843185034507520

# Supplementary material for: AMPK promotes TFEB transcriptional activity through dephosphorylation at both MTORC1-dependent and -independent sites
**Source:** Autophagy. 2026 Feb 23;22(6):1386–400. doi: 10.1080/15548627.2026.2629720
**Supplement:** Edited_Supplementary_Figures_final_version_final.docx

**Table S1**. Primer sequences used for this study.

| Gene | Forward 5-3 | Reverse 5-3 |
| --- | --- | --- |
| *Tbp* | CCTTGTACCCTTCACCAATGAC | ACAGCCAAGATTCACGGTAGA |
| *Hprt* | GCCCCAAAATGGTTAAGGTT | CAAGGGCATATCCAACAACA |
| *Hexa* | GCTGAGGGCACGTTCTTTATC | GCGAGATGTATCCAGCAGTACG |
| *Ctsa* | GAGCAGAACGACAACTCCCT | TGCCCACAATTCGAGACACT |
| *Flcn* | TGGATCGGATCTACCTCATCA | TGGACATCCAAACTGCTCTG |
| *Fnip1* | GATGCGTGTTCATGTCAAGG | GGAGAGTGGGTGCTTGCTAC |

**Figure S1.**Kinase selectivity profile for MK-8722 and AMPK-dependent and MK8722-induced TFEB dephosphorylation and activation. (**A**) A screen of 140 human protein kinases (n = 2 per kinase, with or without 1 μM MK-8722) was performed *in vitro* using the MRC-PPU Premier Screen service (<https://www.kinase-screen.mrc.ac.uk/services/premier-screen>). Results are expressed as mean ± SEM. The PRKAA1-PRKAAB2-PRKAG1 (AMPK) complex (positive control) is shown in blue. (**B and C**) WT and *prkaa1 prkaa2* DKO MEFs were treated with vehicle (0.1% DMSO), 10 μM MK-8722 or 100 nM torin1 for 2 h followed by cell lysis for protein and RNA extraction. (**B**) Protein extracts were subjected to immunoblot analysis using the indicated antibodies. Representative immunoblot images from three independent experiments are shown. (**C**) mRNA levels of the indicated genes were detected by RT-qPCR. Data from one experiment is shown. n=3 per treatment condition. A two-way ANOVA with Šídák’s multiple comparison was performed (* *p* < 0.05 vehicle *vs.* treatment and # *p* < 0.05 WT *vs.* DKO).

**Figure S2.** Unbiased mRNA sequencing in wild type (WT) and double-knockout (DKO) *tfeb tfe3* or *prkaa*1 *prkaa2* MEFs (mouse embryonic fibroblasts) treated with MK-8722 or torin1 reveals drug-regulated TFEB and TFE3 genes are associated with lysosomal functions.  (**A**) Heatmap showing the gene expression profile of WT and *tfeb tfe3* DKO MEFs treated with DMSO (0.1%), 100 nM torin1 or 10 μM MK-8722 shown in logCPM (log2 counts per million). (**B**) Venn diagram representing significant upregulated genes (FC ≥ 1.2 and FDR < 0.05) across torin1- and MK-8722-treated WT and *tfeb tfe3* DKO cells compared to vehicle (DMSO). (**C**) Venn diagram of significant upregulated genes (FC ≥ 1.2 and FDR < 0.05) of torin1 and MK-8722 treatments *vs.* vehicle in WT and *prkaa1 prkaa2* DKO MEFs. (**D**) Unbiased heatmap showing the gene expression profile in logCPM (log2 counts per million) of WT and *prkaa1 prkaa2* DKO MEFs treated with DMSO, torin1 or MK-8722. (**E**) Gene ontology enrichment analysis of the significant downregulated genes in *tfeb tfe3* DKO compared to WT in torin1 *vs.* DMSO and (**F**) MK-8722 *vs.* DMSO conditions, with the top 20 biological processes (BP) categories shown alongside gene count and FDR values. (**G**) GSEA (Gene set enrichment analysis) was performed on DMSO *vs.* MK-8722 and (**H**) DMSO *vs.* torin1 in *tfeb tfe3* DKO *vs.* WT conditions, examining the *tfeb tfe3* DKO effect compared to WT, with the running enrichment score for the top pathway in both contrasts shown accordingly. (**I and J**) WT, *prkaa1 prkaa2* DKO (**I**) or *tfeb tfe3* DKO (**J**) MEFs were treated with vehicle (0.1% DMSO), 10 μM MK-8722 or 100 nM torin1 for 1 h and immunoblot analysis was performed as controls for the experiments presented in Fig. 2H and 2I. Representative immunoblot images from three independent experiments are shown.

**Figure S3.**AMPK activation induces dephosphorylation of C-terminal Ser residues of TFEB. (**A and B**) WT, *tfeb tfe3* DKO (A) or *prkaa1 prkaa2* DKO (B) MEF cells were treated with vehicle (0.1% DMSO), 10 μM MK-8722 or 100 nM torin1 for 1 h and immunoblot analysis was performed as controls for the experiments presented in Fig. 3B and 3C. Representative immunoblot images from three independent experiments are shown. (**C and D**) Detection of GFP by immunoblotting and Coomassie blue gel staining in samples used for mass spectrometry analysis. Immunopurified TFEB-GFP from TFEB-GFP KI MEF cells treated with vehicle (0.1% DMSO) “D”, 10 μM MK-8722 “M” or 100 nM torin1 “T” for 1 h was subjected to immunoblot analysis using anti-GFP antibody. (**E-G**) Extracted Ion Chromatogram (XIC) Analysis of the RSSFSMEEGDVL phospho-peptide. (**E**) XIC extracted from raw data for the precursor RSSFSMEEGDVL phospho-peptide under different treatment conditions as follows: DMSO (vehicle), 10 μM MK-8722 and 100 nM torin1. (**F**) Bar plots for comparative XIC peak area extracted from raw data in (E) for the precursor RSSFSMEEGDVL phospho-peptide across DMSO, MK-8722, or torin1 treatment. (**G**) MS/MS spectra confirming the identity of the RSpSFSMEEGDVL phospho-peptide, showing fragment ion coverage and phospho-site localization. (**H**) GFP-trap affinity-isolated samples were analyzed by quantitative mass spectrometry. Phospho-peptide corresponds to TFEB (S467) quantification based on intensity in the DMSO, MK-8722 and torin1 samples using data-dependent analysis. TFEB protein quantification based on LFQ (label-free quantification) in the DMSO, MK-8722 and torin1 samples using data-dependent analysis. TFEB phosphorylation in DMSO, MK-8722 and torin1 treated samples were quantified by taking ratio of the TFEB-S467 phosphorylation intensity with total TFEB quantification. (**I**) In vitro AMPK activity assay using different peptide substrates, including SAMS, AMARA and peptides corresponding to WT or mutated C-terminal serine residues of TFEB. Shown as mean ± SEM is n=3 per condition from n=2 separate experiments. Statistical analysis was performed using a 2-way ANOVA test using Tukey’s test for multiple comparisons correction. *p* values were accepted as < 0.05 where **p* (recombinant [rec]AMPK vs recAMPK + MK-8722), #*p* (recAMPK + MK-8722 AMARA peptide vs recAMPK + MK-8722 across indicated peptides) and †*p* (recAMPK + MK-8722 SAMS peptide vs recAMPK + MK-8722 across indicated peptides). (**J**) WT MEF cells were serum-starved for 16 h. MEFs were incubated with vehicle or MK-8722 (10 μM) for 30 min followed by an addition of IGF-1 (100 ng/ml) or vehicle for 30 min. Immunoblot analysis was performed using the indicated antibodies. Representative images from two independent experiments are shown. (**K and L**) HEK293 cells were transiently transfected with FLAG-tagged RRAGC WT, RRAGC S75N “RRAGC GDP” or RRAGC Q120L “RRAGC GTP” and treated with vehicle or 10 μM MK-8722 for 1 h. (**K**) Cell lysates were subjected to immunoblot analysis using the indicated antibodies. Representative immunoblot images from three independent experiments are shown. (**L**) TFEB was immunoprecipitated from protein lysates and the immunoprecipitants were blotted with the indicated antibodies and IgG was used as negative control. Representative immunoblot images from two independent experiments are shown. (**M**) HEK293 cells were treated with torin1 (250 nM), MK-8722 (10 µM), or both for 3 h, then fixed and stained for LAMTOR1 (red), TFEB (green), and Hoechst (blue) and imaged by confocal microscopy. Boxed section is shown magnified to right of image. Dashed line represents position of nuclear envelope and arrowheads highlight examples of TFEB-LAMTOR1 colocalization. Scale bar: 10 µm. Signal quantification of microscopy data shown above panel, with data from three independent experiments where **p* < 0.05 vehicle *vs.* treatments and ^#^*p* < 0.05 torin1 condition vs MK-8722 and torin1 + MK-8722. Statistical analysis was performed using one-way ANOVA followed by Tukey’s multiple comparisons correction test. (**N**) HEK293 cells were transiently transfected with WT and different serine to alanine or threonine mutants of TFEB. Immunoblot analysis was performed using the indicated antibodies. Representative images from one experiment.

How the deposited data were processed for this re-analysis (not part of the article)

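The deposited data hold 24 libraries of mRNA from MEFs of 2 genotypes, WT and *tfeb tfe3* DKO, under 3 treatments, DMSO, torin1 and MK-8722, with 4 libraries per group. Libraries were made from polyadenylated RNA with the Universal Plus mRNA-seq protocol and sequenced as pairs of 52 bp. The libraries of WT and *prkaa1 prkaa2* DKO MEFs belong to another data set, which was not at hand, and nothing was computed for them. The RNA integrity number of the libraries ranged from 7.9 to 9.9. All per-sample columns of the tables were assigned to a condition, with 0 left over.

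The authors ran the nf-core/rnaseq workflow with STAR on GRCm38 with Ensembl release 102 and considered unique molecular identifiers. They deposited salmon's estimated counts and TPM per transcript and per gene. The gene table was checked to equal the sum of the transcripts' estimated counts, with a largest difference of 5.82e-11. The estimated counts are not scaled for library size or gene length, and they were rounded to whole numbers for the count models. TPM values entered no test. According to the methods, the authors tested for differential expression with edgeR and removed a batch effect with limma. The paper's text does not say what the batch was, and the sample labels give a single batch, so no batch was removed here. The labels also give the passage of each culture. The main fit leaves passage out, and an alternative fit takes it as a block.

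Gene symbols come from the deposited tables, and coordinates and gene types from GENCODE release 21 for mouse on GRCm38, which holds 55141 of the 55487 gene identifiers. Of the genes in the table, 31829 had at least 1 count in any library, and 15401 passed edgeR's filterByExpr with a minimum count of 10 and were tested. Library sizes were scaled with TMM. All libraries were fitted with 1 mean per group by edgeR's quasi-likelihood method in its form of edgeR 3, with a trended dispersion. Each of 10 contrasts was tested, which are torin1 and MK-8722 against DMSO in each genotype, *tfeb tfe3* DKO against WT under each treatment, the response to each drug in DKO compared to WT, and the difference between DKO and WT under MK-8722 against that under torin1. Genes were called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.2 in either direction, the thresholds the paper gives. TFEB- and TFE3-dependent genes are those called lower in DKO than in WT under torin1 and under MK-8722 and called with a smaller response to both drugs, where smaller means a lower log2 fold change of the drug in DKO than in WT, whatever its size. Lists of genes for lysosomes, autophagy, MTORC1 regulation, endosomal transport, ATF4 targets and cholesterol synthesis were written by hand, since no gene ontology or KEGG table was at hand. They were tested with limma's cameraPR on edgeR's statistics for both responses, with an inter-gene correlation of 0.01 and adjustment over 12 tests. The genes of Fig. 2G were tested with a two-sided Fisher's exact test against all genes tested. A list of 40 interferon-stimulated genes was written after the libraries of 1 passage were seen to differ.

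Genes named in the text were chosen by a fixed rule, apart from those given at the end of this paragraph. They are *Tfeb*, *Tfe3* and genes the paper names, the genes with the largest rise in WT with each drug and the largest fall of the response to each drug (2 per contrast, with a mean of at least 2 log2 CPM and no overlap between the libraries compared), *Mitf* and *Tfec*, and *Gnpda1*, whose values were added for its sequence shared with *Gm8615* after they were seen, and by name only the called members of the MTORC1 regulation and endosomal transport lists and the genes of Fig. 2G that were not TFEB- and TFE3-dependent. Of the called members of the MTORC1 regulation list, those with a larger response are given as a number without their names. Genes named as differing between passages were chosen after their values were seen. *Xist*, *Ddx3y* and, as a gene of Fig. 2G that met all criteria, *Gabarap* were also named outside the rule.

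Total counts per library ranged from 24668921 to 33332562. The biological coefficient of variation of 10.7% with 18 residual degrees of freedom sets the precision of the fold changes. The methods were tested on simulated data with the same groups, in which the response to torin1 was changed for 200 genes above a minimum level. Of these, 192 were called, along with 11 unchanged genes among 15199 tested. The slope of fitted on true log2 fold changes was 0.982. The changes set were larger than most of those called in the data. There, the median size was 0.48 for smaller and 0.42 for larger responses to torin1. The simulated libraries also had no other drug effect and no likeness by passage. The share recovered thus does not hold for changes of the sizes seen in the data.

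The alternatives tried were no filter and a stricter filter of 10 counts in every library, DESeq2's size factors and library size alone in place of TMM, edgeR's likelihood ratio test, its quasi-likelihood method in the form of edgeR 4, limma's voom and DESeq2's Wald test, a test against a fold change of 1.2 and the false discovery rate alone, an offset for transcript length, fits of only the groups compared, replicate number and passage as blocks, each library left out in turn, and camera with an estimated correlation and fry for the lists, both also with passage as a block. Labels were also exchanged among libraries, and trends with GC content and gene length were subtracted. Sets of libraries without drug effect were simulated to see how far shared DMSO libraries make lists overlap, and each drug was compared with its own 2 of the 4 DMSO libraries of a genotype. The sequence of the annotated transcripts was searched for stretches of 25 and 52 bases that occur in more than 1 gene.

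The versions used were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.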

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

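In this part, the tests with shuffled residuals, the tests of scaling for the difference between the drugs, the count of genes shared between scalings, leaving scaling open where library size hardly shifts the median of all genes, the size of the trend with GC content and gene length, and the test of the members of the ATF4 list were chosen only after the result was seen.

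Of 108 groups of 4 libraries (18 measures), 8 had a library whose gap to the nearest of the others, divided by the range of the group, was above the 95% critical value of Dixon's test, where 5.4 are expected by chance. For single genes, these were *Ctsa* in WT MK-8722 replicate 4 (a ratio of 0.846, with 7.99 log2 CPM against 8.16 to 8.19), *Fnip1* in WT DMSO replicate 4 (0.856, with 4.63 against 4.54 to 4.55), *Gm8615* in WT MK-8722 replicate 2 (0.897, with 2.31 against 2.64 to 2.68) and *Plin4* in *tfeb tfe3* DKO DMSO replicate 2 (0.858, with 0.31 against 0.75 to 0.82). For lists of genes, they were MTORC1 regulation in WT DMSO replicate 3 (0.882, with 5.20 against 5.22 to 5.23) and endosomal transport in DKO MK-8722 replicate 4 (0.859, with 5.83 against 5.88 to 5.89). The number is close to what chance gives. With each library left out in turn, the response to MK-8722 stayed between -1.13 and -1.05 for *Ctsa*, between -1.29 and -1.24 for *Fnip1*, between -2.27 and -2.08 for *Gm8615* and between -2.65 and -2.35 for *Plin4*. No explanation of these libraries was tested, technical or biological.

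The other 2 of the 8 concern the ATF4 targets. Their mean was higher in DKO DMSO replicate 2 (a ratio of 0.967, with 6.93 log2 CPM against 6.55 to 6.56) and in DKO MK-8722 replicate 4 (0.845, with 6.95 against 6.24 to 6.35), and both libraries come from DKO cultures at passage 8. A few genes of the list would leave the other members unordered, but 36 of the 43 members (83.7%) were highest in the passage 8 library of both groups. Under torin1, 18 of the 43 were highest in the passage 8 library. The passage 8 libraries of DKO also differed from the other DKO libraries in 435 genes. A state of the cultures at passage 8 that raises ATF4 targets is a candidate explanation, found and tested on the same data, and no biological explanation was tested. Without DKO MK-8722 replicate 4, the median response of the list to MK-8722 fell to -0.17.

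The response to torin1 was larger in *tfeb tfe3* DKO than in WT for 721 genes, where larger means a higher log2 fold change and includes a smaller fall. These genes differ between the genotypes by the test of that difference. Of these, 236 were downregulated with torin1 in WT and 424 upregulated with it in DKO, 275 of them only there. A trend with GC content and gene length is not the whole cause. Fitted to all genes, it held 0.409% of the variance, and alone it reached a fold change of 1.2 at 0 of the 721 genes, with 0.12 as its highest log2 value there. That 98.2% of the genes kept a fold change of 1.2 after it was subtracted follows from this. The scaling of the libraries sets how many genes are called. With library size alone, which shifts the median of all genes by -0.0559 in this contrast, the number was 472. All 472 were among the genes called with TMM, which such a shift nearly ensures. The choice between these scalings is thus not the cause for the 472 genes and may be for the rest. With DESeq2's size factors, which shift the median by 0.0192, the number was 844. Among 100 splits of the libraries over the groups, 3 gave as many genes with a changed response in either direction, the real split included. The other splits that did so had exchanged 2 libraries of each treatment in WT and all 4 in DKO, so they carry the drug's effect in DKO and are no test of chance. With residuals shuffled among libraries, 1 of 100 data sets did, the real one. The knockout itself stays a biological hypothesis for the 472 genes, and so does any other difference between the WT and DKO cells, which these libraries do not separate from it.

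For MK-8722, 218 genes had a larger response in DKO, of which 97 were downregulated with the drug in WT and 60 upregulated with it in DKO, 59 of them only there. With both drugs, 63 genes had a larger response in DKO. The fitted trend with GC content and gene length held 0.164% of the variance and alone reached a fold change of 1.2 at 0 of the 218 genes, with 0.11 as its highest log2 value there, so it is not the whole cause. Subtracting so small a trend left 97.7% of them with that fold change, which is no further evidence. With library size alone 196 genes were called, but this scaling shifts the median of all genes in this contrast by only -0.0038, so it hardly tests the scaling of the libraries, which stays open. Among 100 splits, 6 gave as many genes with a changed response to MK-8722 as the real one, itself included, a share above 0.05. The splits that did so had exchanged nearly all treatments of a genotype, which turns the drug's effect in that genotype around and adds it to the other. They are no test of chance, and no other split gave more than 22 genes. With residuals shuffled after the effects of genotype and drug were removed, 1 of 100 data sets gave as many genes, the real one, and the largest of the others gave 280 against 789. These numbers hold genes changed in either direction, and 628 of the 846 genes called had a smaller response. The shuffled residuals thus argue against chance for the changed responses taken together. For the 218 genes alone they cannot decide, since the directions were not counted apart and 280 is more than 218.

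The difference between DKO and WT was higher under MK-8722 than under torin1 for 745 genes and lower for 960. The fitted trend with GC content and gene length held 0.296% of the variance and alone reached a fold change of 1.2 at 0 and 2 of these genes, so it is not the cause for most of them. After it was subtracted, 99.2% and 98.0% kept that fold change. With library size alone the numbers were 1105 and 701, with a shift of the median of all genes of 0.0521. Scaling thus changes how many genes are called in each direction and does not account for all genes of either. As many genes came from 2 of 100 splits, the real one included. The other had exchanged 2 libraries in WT and 0 in DKO and carries the difference between the drugs in DKO. With shuffled residuals, 1 of 100 data sets gave as many genes, the real one. The largest of the others gave 825 genes changed in either direction, against 1661. The directions were not counted apart, so the shuffled residuals cannot decide on chance for the 745 or the 960 genes alone. A biological hypothesis from the design is that the genotypes differ in what each drug does to genes outside the TFEB- and TFE3-dependent ones, and it was not tested apart from these contrasts.

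*Mitf*, which encodes a transcription factor related to TFEB and TFE3 and which the paper does not analyse, was higher in DKO than in WT with DMSO, with a log2 fold change of 1.64 (standard error 0.13, adjusted p = 3.22e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was counted at 9.81 ± 1.03 CPM (SD, n = 4) in WT and 30.5 ± 4.11 CPM (SD, n = 4) in DKO. Under the alternatives the log2 fold change ranged from 1.55 to 1.77, with an adjusted p from 4.42e-32 to 6.65e-07. Reads shared with the *Tfe3* or *Tfeb* genes are not the cause, since 0 of the 12490 stretches of 25 bases in its transcripts occur in theirs. *Tfec*, the remaining member of the family, had 0 counts in every library. A response of *Mitf* to the loss of TFEB and TFE3 is a candidate explanation, and another difference between the cell lines is a further one. Neither was tested.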

How the results depend on the processing

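The fit without the WT libraries of passage 11 and the set tests with passage as a block were chosen only after the result was seen. All other alternatives were chosen before the data were examined.

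Of 384 counts of genes under these alternatives, 361 were within 1.5 times the count reported and 23 were not. Most of the 23 came from the rule on the fold change, which calls fewer or more genes by its construction. With edgeR's test against a fold change of 1.2, 766 genes were up and 190 down with MK-8722 in WT, and 141 up and 33 down in *tfeb tfe3* DKO. The response in DKO was larger for 141 and smaller for 313 genes with torin1, and larger for 19 and smaller for 254 with MK-8722. Between MK-8722 and torin1, the difference of DKO from WT was higher for 106 and lower for 227 genes. Up with both drugs in WT were 474 genes, and 93 were TFEB- and TFE3-dependent. With the false discovery rate alone, 2432 genes were up and 2343 down with MK-8722 in WT and 1619 up and 1579 down in DKO, the response to torin1 was larger in DKO for 1146 genes, and 1389 were up with both drugs in WT.

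The scaling of the libraries moved the balance of directions. With library size alone, the response to torin1 was larger in DKO for 472 genes, and 26.6% of the genes with a changed response were of this kind against 42.5% with TMM. The share of upregulated genes went from 56.5% to 68.2% for torin1 in WT, from 46.3% to 31.9% for DKO against WT under torin1 and from 43.7% to 61.2% for the difference between the drugs. For DKO against WT it also went from 48.82% to 39.65% with DMSO and from 47.87% to 38.58% under MK-8722. The median of all genes between DKO and WT under torin1 shifted by -0.13 on the log2 scale, and no other contrast shifted by more than 0.1. *Tfe3* between DKO and WT with DMSO turned to -0.031 (adjusted p = 0.431 from edgeR's quasi-likelihood test, with a range from 0.237 to 0.803 over the alternatives). With DESeq2's size factors, no count of genes moved by more than 1.5 times.

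With passage as a block, the response to MK-8722 was larger in DKO for 486 genes, and the difference between the drugs was higher for 1263. With the offset for transcript length, the latter was 480. For these results and those of scaling, the cause was not tested. Passage may matter because libraries of the same genotype and passage resembled each other, with a median correlation of their residuals of 0.157 and 17 of 24 pairs above 0.1, and with the block 230 genes were TFEB- and TFE3-dependent. Replicate numbers did not pair the libraries, with a median correlation of 0.06 within genotypes and 7 of 24 pairs above 0.1. As a block they left all counts within 1.5 times, with 193 TFEB- and TFE3-dependent genes.

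With each library left out in turn, the number of genes with a larger response to torin1 in DKO ranged from 604 to 1099. The highest value came without WT torin1 replicate 3, and the cause was not tested. All other counts stayed within 1.5 times in these fits. TFEB- and TFE3-dependent genes numbered from 170 to 196.

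Of the medians of lists under the alternatives, 189 kept the direction of the test and the side of its threshold, and 3 did not keep the direction. Of the fits with a library left out, this tally holds only the lowest and the highest median. It does not hold the fit without the WT libraries of passage 11. Further fits with a library left out reversed the direction for ATF4 targets and for cholesterol synthesis, with both drugs. Lysosome, autophagy, MTORC1 regulation and endosomal transport kept both for both drugs under every alternative. The size of some of these medians depended on single libraries. For torin1, without WT torin1 replicate 1 the median was -0.034 for autophagy, -0.11 for MTORC1 regulation and -0.041 for endosomal transport, against -0.08, -0.17 and -0.10 with all libraries. For MK-8722, it was -0.032 for autophagy without WT MK-8722 replicate 4, against -0.07, and -0.0016 for MTORC1 regulation without WT MK-8722 replicate 2, against -0.03. With passage as a block, camera with an estimated correlation and fry also called these 4 lists for both drugs, with an adjusted p of at most 0.0128 from limma, and called neither of the other lists. For ATF4 targets and MK-8722, fry's direction was then down while the median was 0.0499 (adjusted p = 0.919 from limma), and the cause was not tested. The lists for ATF4 targets and cholesterol synthesis passed the threshold for neither drug, and their direction depended on single libraries. For ATF4 targets, the median response to torin1 ranged from -0.089 without WT DMSO replicate 1 to 0.04 without DKO DMSO replicate 2, and that to MK-8722 from -0.17 without DKO MK-8722 replicate 4 to 0.19 without WT MK-8722 replicate 4. Without DKO MK-8722 replicate 4 the list was called lower (adjusted p = 0.00246 from limma's camera, with a range up to 0.980 over the alternatives). For cholesterol synthesis, the median response to MK-8722 ranged from -0.067 without WT MK-8722 replicate 4 to 0.14 without DKO MK-8722 replicate 4, and that to torin1 from 0.01 without DKO torin1 replicate 2 to 0.20 without DKO DMSO replicate 1. Without the 3 WT libraries of passage 11, camera's direction for cholesterol synthesis and torin1 reversed while the median stayed at 0.092, and with the offset for transcript length the median was -0.01. The cause was not tested. The fit without these libraries gave 179 TFEB- and TFE3-dependent genes.

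For named genes, 293 of 294 log2 fold changes kept their direction and their side of the threshold, the exception being *Tfe3*. Depth limits the genes with low counts most. *Gm8615* had between 38 and 223 counts per library and *Gpnmb* between 13 and 794, and of the 31829 genes with a count, those outside the 15401 tested had too few for a test.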

Differences from the paper's values

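In this part, the number of genes of Fig. 2G lower under torin1 under each alternative was chosen only after the result was seen. The paper's 829 genes upregulated with both drugs in WT stand against 901, and its 177 TFEB- and TFE3-dependent genes against 191, both within 1.5 times.

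The legend of Fig. 2G places the genes drawn there in the set of TFEB- and TFE3-dependent genes that respond to MK-8722 and torin1. By the definition used here, 32 of the 43 were in that set. The others were *Becn1*, *Hif1a*, *Nrbf2*, *Prkag2*, *Rragc*, *Sqstm1*, *Stk4*, *Uvrag*, *Vps26a*, *Vps35* and *Wdr45*. Among the alternatives set before the data were examined, the false discovery rate alone added *Uvrag*, *Vps26a* and *Vps35*, library size alone added *Uvrag* and *Vps35*, and the offset for transcript length and the filter of 10 counts in every library added *Uvrag*. Without a filter *Vps18* was lost, and with the test against a fold change of 1.2 the number was 27. None of these alternatives called all 43 genes. The text places the same genes in another set, that of torin1 alone, among the genes that torin1 upregulates and that are TFEB- and TFE3-dependent. Of the 43 genes, 33 were lower in *tfeb tfe3* DKO than in WT under torin1 and 37 had a smaller response to it. With the false discovery rate alone, *Vps26a* and *Vps35* were also lower under torin1, and with library size alone *Vps35* was, while *Vps18* was not without a filter. The number was 33 under the other alternatives tested.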

Other observations

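In this part, the tests of an interferon response and of mixed cultures, the tests of chromosome-wide differences, the share of genes lower before treatment, the tests with separate DMSO libraries and the tests of the cholesterol synthesis and ATF4 lists were chosen only after the result was seen.

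For each of the 7 comparisons between groups of 4 libraries, 1 of the 35 splits of the libraries gave as many called genes, the real one. The next largest split gave 725 genes for MK-8722 in *tfeb tfe3* DKO, against 1338, and 556 for MK-8722 in WT, against 2487.

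Of the genes lower in DKO than in WT under torin1, 72.3% were also called lower with DMSO, and of those lower under MK-8722, 80.1%. A lower level in DKO before treatment may thus account for most of these genes without any change in their response to the drugs. The genotype is the biological explanation that the design gives, and other differences between the cell lines stay open.

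The WT libraries of passage 11 (WT DMSO replicate 2, WT MK-8722 replicate 2 and WT torin1 replicate 1) differed from the other WT libraries in 1176 genes, 777 higher and 399 lower. The corresponding number was 20 for WT passage 7 and 0 for passages 8 and 9, with 1053 and 576 genes at an unadjusted p under 0.05. In DKO it was 435 for passage 8, 2 for passage 9, 9 for passage 10 and 157 for passage 11. The largest rises, chosen after their values were seen, were those of *Oas2* (5.46), *Ifi27l2a* (5.42), *Tgtp2* (5.00) and *Tgtp1* (4.94) in log2 fold change. Library depth is not the cause, since the passage 11 library had the highest or lowest total in 1 of the 3 groups. A change in the copy number of whole chromosomes is not the cause, since it would shift a chromosome's median, and the medians lay between -0.0386 and 0.0114, with 0.0386 as the largest size, far below a fold change of 1.2. Subtracting such small medians left 96.8% of the genes with that fold change, which is no further evidence. Shorter stretches of chromosomes were not tested. DKO cells mixed into the WT cultures would raise all genes that are abundant in DKO. The 45 such genes outside the interferon lists had moved a median of 0.890% of the way from the other WT libraries to DKO (95% interval -0.353 to 3.02), where the shift of the libraries along the first principal component would need 8.16%. A candidate explanation is an interferon response in the passage 11 cultures. All 40 genes of a list of interferon-stimulated genes, written without the genes first seen to rise, were called higher, with a median log2 fold change of 2.92 and a range from 1.40 to 4.51. This is a hypothesis found and tested on the same libraries, and what could have set off the response was not tested. None of the 40 genes, and 9 of the 1176, are TFEB- and TFE3-dependent.

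All 12 DKO libraries had a mean level of the interferon list between 2.55 and 3.49 above the mean of the other WT libraries on the log2 scale, and the WT libraries of passage 11 between 2.77 and 3.19. The other WT libraries lay between -0.62 and 1.08. Of the 1176 genes, 757 also differed between DKO and WT with DMSO, 490 of them in the same direction.

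Between DKO and WT with DMSO, the median log2 fold change of the genes on a chromosome lay outside 1000 random draws of as many genes for 16 of 20 chromosomes. The largest shifts were -0.38 for chromosome 15 and 0.38 for chromosome X. For 15 of the chromosomes the shift had the same direction and lay outside the draws with DMSO, torin1 and MK-8722. After the trend with GC content and gene length was subtracted, 15 chromosomes remained outside in the same direction, which argues against that trend as the cause. Chromosome copy number of the cell lines may explain the shifts, but no DNA was measured in these data, so it cannot be told apart from other causes that act on whole chromosomes. It is not the cause of most genes called between DKO and WT with DMSO, of which 75.7% kept a fold change of 1.2 after each chromosome's median was subtracted. For the responses to the drugs, 0 chromosomes lay outside the draws with MK-8722 and 1 with torin1. *Xist* had at most 3 counts in every library, and genes of the Y chromosome were higher in DKO, such as *Ddx3y* with a median of 53.0 CPM against 19.3 in WT.

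The list for cholesterol synthesis rose with MK-8722 and fell with torin1 in both genotypes. The median log2 fold change was 0.48 in WT and 0.47 in DKO with MK-8722, with 14 and 13 of the 25 genes called up, and -0.78 and -0.77 with torin1, with 22 and 23 called down. With MK-8722 in WT, the median was 0.51 after the trend with GC content and gene length was subtracted, which argues against that trend. The scaling of the libraries moves all genes alike, and the median of the list lay 0.50 above that of all genes, which argues against scaling. With passage as a block the median was 0.48, but every group holds 1 library of each passage, so the design fixes this outcome and it tests nothing. Under camera with an estimated correlation the list did not pass the threshold in any of these contrasts, with an adjusted p from limma of 0.421 in WT and 0.253 in DKO for MK-8722 and of 0.352 in both for torin1. Under fry it passed in all of them, with an adjusted p from limma of up to 0.00680. With passage as a block as well, the estimated correlation still did not let it pass (0.3551 in WT and 0.1915 in DKO for MK-8722 and 0.2975 in both for torin1, from limma), and fry did (up to 7.45e-04 from limma). Between libraries of the same genotype and passage, the mean of the list rose with MK-8722 in 8 of 8 pairs, by 0.29 to 0.62, and fell with torin1 in 8 of 8, by 0.67 to 1.07. The list thus changed in every pair, and what stays open is whether it changed more than other genes given the correlation of its members. The treatment is the explanation that the design gives, as a hypothesis, since the pattern was found and tested on the same data. The response in DKO compared to WT was not called for either drug, with medians of 0.08 for torin1 and 0.04 for MK-8722 and an adjusted p of 0.788 for both from limma's camera. ATF4 targets fell with torin1, with medians of -1.59 in WT and -1.51 in DKO and 40 and 38 of 43 genes called down. With an estimated correlation this fall did not pass the threshold either (adjusted p from limma of 0.0868 in WT and 0.0738 in DKO), and with fry it did (3.30e-09 and 3.08e-09). With passage as a block the adjusted p from limma was 0.0764 and 0.0536, and 5.87e-09 and 2.97e-09 with fry. The list fell in 8 of 8 pairs of libraries of the same genotype and passage. Their response in DKO compared to WT had medians of -0.05 for torin1 and 0.08 for MK-8722 (adjusted p of 0.766 and 0.788 from limma's camera).

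Shared DMSO libraries make the lists of the drugs overlap. With 2 of the 4 DMSO libraries of each genotype for torin1 and the other 2 for MK-8722, over 36 such splits that reuse the same libraries, a median of 764 genes (736 to 793) was upregulated with both drugs in WT, where independent lists would share at most 383.6, and a median of 259 (251 to 271) had a smaller response to both, where independent lists would share at most 27.4. With the same 2 libraries for both drugs the medians were 823 and 288. The shared libraries are therefore not the cause of most of these overlaps. The direction was shared too, since a median of 104 genes was upregulated with torin1 and downregulated with MK-8722, below the 183.9 of independent lists. Across all genes the splits cannot decide. The correlation of the responses had a median of 0.0374 (-0.051 to 0.0851) with separate DMSO libraries and 0.671 with the same 2 for both drugs. That of the drugs' effects in WT was 0.1802 (0.153 to 0.204) and 0.515. A set of 2 DMSO libraries lacks passages that the treated libraries hold. Differences between passages then enter the drugs' effects with opposite signs for separate DMSO libraries and with the same sign for shared ones. The splits thus do not tell how much of the 0.473 seen with 4 is due to the shared libraries.

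At an unadjusted p under 0.05 from edgeR and a fold change of 1.2, 521 genes had a smaller response to both drugs, against a median of 42.5 (33 to 52) in 10 simulated sets without drug effect. In the same sets, the correlation of the responses had a median of 0.503, and ranked lists as long as those of the data shared 206 genes (184 to 223), against 389. At the adjusted thresholds these sets hold 0 such genes, which the adjustment nearly ensures, so this tests nothing.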
